# Identification of Flowering-Related Genes Responsible for Differences in Bolting Time between Two Radish Inbred Lines

**DOI:** 10.3389/fpls.2016.01844

**Published:** 2016-12-09

**Authors:** Won Yong Jung, Hyun Ji Park, Areum Lee, Sang Sook Lee, Youn-Sung Kim, Hye Sun Cho

**Keywords:** flowering time-related gene, late bolting, radish (*Raphanus sativus* L.*)*, RNA sequencing, vernalization

## Abstract

Late bolting after cold exposure is an economically important characteristic of radish (*Raphanus sativus* L.), an important Brassicaceae root vegetable crop. However, little information is available regarding the genes and pathways that govern flowering time in this species. We performed high-throughput RNA sequencing analysis to elucidate the molecular mechanisms that determine the differences in flowering times between two radish lines, NH-JS1 (late bolting) and NH-JS2 (early bolting). In total, 71,188 unigenes were identified by reference-guided assembly, of which 309, 788, and 980 genes were differentially expressed between the two inbred lines after 0, 15, and 35 days of vernalization, respectively. Among these genes, 218 homologs of *Arabidopsis* flowering-time (Ft) genes were identified in the radish, and 49 of these genes were differentially expressed between the two radish lines in the presence or absence of vernalization treatment. Most of the Ft genes up-regulated in NH-JS1 vs. NH-JS2 were repressors of flowering, such as *RsFLC*, consistent with the late-bolting phenotype of NH-JS1. Although, the functions of genes down-regulated in NH-JS1 were less consistent with late-bolting characteristics than the up-regulated Ft genes, several Ft enhancer genes, including *RsSOC1*, a key floral integrator, showed an appropriate expression to the late-bolting phenotype. In addition, the patterns of gene expression related to the vernalization pathway closely corresponded with the different bolting times of the two inbred lines. These results suggest that the vernalization pathway is conserved between radish and *Arabidopsis*.

## Introduction

Radish (*Raphanus sativus* L.), an annual plant belonging to the Brassicaceae family, is a familiar root vegetable crop around the world, especially in eastern Asia. The main edible portion of the plant is the fleshy taproot, which has an upper part originating from the hypocotyl and a lower part consisting of true root tissue. The taproot exhibits huge variation in terms of skin color and shape (Tsuro et al., 2008; Zaki Hem and Yokoi, 2012). Some cultivars of radish have been exploited as oilseed crops, silique vegetables, and leafy vegetables. The taproot is an excellent source of carbohydrates and dietary fiber, high levels of glucosinolates and secondary metabolites for human beings: consequently, the properties of the root are the primary determinants of the crop's economic value (Nakamura et al., 2001; Wang et al., 2002). Comparative genomics revealed that the *Brassicaceae* species exhibit complex genomic syntenies (Panjabi et al., 2008; Li et al., 2011), indicating that a wide range of whole-genome rearrangements occurred during or after species divergence. By contrast, genome syntenies are well conserved in Poaceae (International Brachypodium, 2010) and Solanaceae crops (Tomato Genome, 2012). The genome of the radish is relatively small and diploid (2*n* = 2*x* = 18), and analysis of genetic map construction and comparative mapping based on EST-SSR (Shirasawa et al., 2011) or EST-SNP markers (Li et al., 2011) revealed that it is closely related to *Brassica rapa*. Two whole draft genome sequences of radish were recently reported: the 402 Mb sequence of Japanese cultivar “Aokubi” and 510 Mb sequence of Korean cultivar “WK10039” (Kitashiba et al., 2014; Mun et al., 2015). However, establishment of the more accurate chromosome pseudomolecules by clone-end and BAC-end sequences remains to be accomplished.

In flowering plants, proper timing of the transition from vegetative to reproductive development is important to ensure reproductive success and seed production (Srikanth and Schmid, 2011); accordingly, this trait has considerable economic value. Regulation of Ft is controlled by a diverse range of environmental and internal signals (Koornneef et al., 1998). Environmental signals, which are strongly influenced by season, day length, and temperature adaptation, are integrated with endogenous signals such as developmental stage and age (Zhai et al., 2015). In the model plant *Arabidopsis*, the majority of key Ft genes have been identified and characterized through genetic and molecular analyses. These genes can be categorized into five main flowering pathways: the photoperiod, vernalization, gibberellin, autonomous, and endogenous pathways (Putterill et al., 2004; Fornara et al., 2010; Srikanth and Schmid, 2011). However, these genetically established pathways are not rigorously distinguished. Instead, a growing body of evidence indicates that extensive crosstalk occurs between the pathways, and that the resultant signals are ultimately integrated by a small number of common target genes (central floral pathway integrator genes) that quantitatively regulate the development of shoot apical meristem. Consequently, control of Ft is plastic and diverse (Simpson and Dean, 2002). Functional genetic analysis in *Arabidopsis* revealed that the *FLOWERING LOCUS T* (*FT*), *SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1* (*SOC1*), and *LEAFY* (*LFY*) genes are central floral integrators (Blazquez et al., 1998; Nilsson et al., 1998; Samach et al., 2000). FT has been known for florigen, a mobile signal that transfers the flowering induction signal from leaves into shoot apical meristems through the phloem (Tamaki et al., 2007; Turck et al., 2008), and this protein is highly conserved in most flowering plants (Andrés and Coupland, 2012). SOC1 encodes a MADS box protein that acts as a floral activator to control floral patterning and floral meristem, as well as Ft (Liu et al., 2007, 2009; Melzer et al., 2008). LFY, a unique plant transcription factor that also contains a MADS box, is indispensable for determining the identity of male and female reproductive organs during flower development (Weigel et al., 1992). Together, these key integrator genes interpret signals from a global network of multiple flowering pathways, and their expression levels precisely modulate the expression of floral meristem-specific genes and ultimately determine the exact Ft (Simpson and Dean, 2002; Parcy, 2005).

Throughout the plant life cycle, bolting and flowering are key life-history traits that exercise far-reaching influence on reproductive suitability, mating patterns and opportunities, gene flow, and evolution (Franks, 2015). Currently, due to global warming, a shift toward early flowering is underway in a wide variety of plant species around the world (Parmesan and Yohe, 2003). Premature bolting and flowering pose a serious problem for production because they decrease both yield and economic value of leafy vegetables; therefore, Ft is a vital trait and a target of selection in crop breeding. A number of studies uncovered the genetic basis of Ft through a quantitative trait locus mapping approach in *Brassica* crops. The *BoFLC2* locus controls Ft in *Brassica oleracea* (Okazaki et al., 2007). The *BrFLC1* and *BrFLC2* genes are associated with variation in Ft in *B. rapa* (Yuan et al., 2009; Zhao et al., 2010). *BnFRI.A3* is associated with Ft in *Brassica napus* (Wang et al., 2011). These studies indicate that homologs of *FLC* and *FRI* play vital roles in the control of Ft in *Brassica* species. In a previous study, we characterized two radish inbred lines, generated by a conventional breeding approach, that exhibit different bolting times under the vernalization conditions. NH-JS1, a late-bolting radish inbred line, is less sensitive to cold treatment than the early-bolting line NH-JS2. Expression of genes related to Ft differs between NH-JS1 and NH-JS2: the repressor *RsFLC1* is expressed at higher levels in NH-JS1, whereas the positive integrator *RsSOC1* is relatively up-regulated in NH-JS2. Although flowering is the most important agricultural trait in cultivation, Ft genes and their associated mechanisms have not been extensively analyzed at a whole-genome scale in radish. Recently, bolting-related miRNAs and their targets were identified in radish using small RNA libraries from leaves at vegetative and reproductive stages (Nie et al., 2015). In addition, differentially expressed genes (DEGs) involved in the transition from vegetative growth to flowering, as well as flowering itself, were identified in radish by RNA-Seq (Nie et al., 2015).

In this study, we performed RNA-Seq and comparative analysis of transcriptomes between two inbred lines with different bolting times, with the goal of identifying regulators of late flowering under vernalization conditions. Our analysis of DEGs related to Ft indicated that most DEGs involved in the vernalization pathway were expressed in patterns that corresponded closely with the different bolting times of the two lines. Negative regulators of the vernalization pathway, such as *RsFLC, RsMAF2, RsSPA1*, and *RsAGL18*, were highly expressed in the late-bolting inbred line NH-JS1, whereas positive regulators of vernalization such as *RsVRN1, RsVIN3*, and *RsAGL19* were relatively highly expressed in the early-bolting line NH-JS2. Based on our findings from RNA-Seq and qPCR analysis, we propose a model regulatory network for the flowering pathway.

## Materials and methods

### Bolting trait analysis of two radish inbred lines

NH-JS1 and NH-JS2, two radish inbred lines developed by NongHyup Seed in Korea (Gyeonggi-do, Anseong, Korea), were used as samples of late-bolting and early-bolting radish plants, respectively. Seeds of each line were sown in sterilized soil and grown under normal growth conditions (23°C, 16 h light/8 h dark) for 2 weeks. For vernalization treatment, 2-week-old plants were grown in the cold room (5 ± 1°C, 12 h light/12 h dark) for 15 or 35 days. After the vernalization periods, the plants were transferred to a normal growth room and grown for 30 days under the same condition. The percentage of bolting plants was measured by counting the bolting plants when the length of the floral axis was ≥1 cm. Ten plants were used for each bolting test, with two biological replicates.

### Plant materials and treatments

To generate samples for RNA-Seq analysis, 2-week-old plants of the NH-JS1 and NH-JS2 inbred lines were exposed to the cold (5 ± 1°C, 12 h light/12 h dark) for 0, 15, or 35 days. Six samples of shoot tissue were collected from each line at the same point in the light/dark cycle. To obtain adequate RNA for each extraction, shoot tissues from three different plants were pooled. Two biological replicates were performed for each vernalization time point. Thus, a total of 12 samples were collected from the two inbred lines. Following harvest, samples were snap-frozen in liquid nitrogen and stored at −80°C until further processing. Total RNA isolation from shoot tissue was performed as described (Jung et al., 2014).

### RNA-Seq library construction and sequencing

Total RNA was prepared for RNA-Seq library construction. mRNA collected from shoot tissues of the two inbred lines was fragmented and used as a template for synthesis of first-strand cDNA using random hexamers and reverse transcriptase. Second-strand cDNA was synthesized using DNA polymerase I (New England BioLabs, Ipswich, MA, USA) and RNase H (Invitrogen, Carlsbad, CA, USA). The resultant cDNA fragments were purified, end-repaired, polyA-tailed, and ligated to index adapters following the Illumina protocol. The ligation products were amplified by PCR and sequenced on an Illumina HiSeq 2000 sequencer system; a 101 bp paired-end sequencing protocol was employed, and two biological replicates were performed for each sample. All raw read data generated in this study were deposited in the GEO of NCBI under accession number GSE89312

### Radish reference-guided assembly and mapping

Raw sequencing data were filtered using standard RNA-Seq parameters (Illumina pipeline). Adapter contamination, low-quality regions, and N-base reads were trimmed from the raw reads, and then reads with a Phred quality score of 31 (Q ≥ 20) or 25 base pairs (bp) were filtered out. These steps were performed using the DynamicTrim and LengthSort programs of the SolexaQA (v.1.13) package (Cox et al., 2010). The cleaned datasets were pooled and mapped to the radish reference gene set. To obtain assembly results, reference-guided assembly was performed using 46,512 genes from the coding sequence regions of the reference genome (Mun et al., 2015). Using the TopHat program, 71,188 assembled unigenes were identified and imposed on the radish reference gene sets. These datasets were pooled and mapped to the radish reference gene set. Mapping was performed using the Bowtie2 (v2.1.0) program (Langmead and Salzberg, 2012) allowing only unique mapping with a maximum of two mismatches; otherwise, the default options were used. The expression levels in each sample were calculated with an in-house script, and read counts for each gene were normalized against library size and rounded to the nearest whole number.

### Functional annotation

Transcripts from RNA-Seq were validated by comparison with gene sequences in the Phytozome database (http://www.phytozome.net/) using BLASTP with *E*-values of at least 1E-10 (BLAST v.2.2.28+) (Altschul et al., 1997). The Blast2GO software v2.8.0 was further used to compare transcripts (≥200 bp) to the non-redundant (NR) databases with thresholds of *E*-value ≤ 1E-05 and 20 BLAST hits (Conesa and Götz, 2008). For Gene Ontology (GO) analysis, the GO database (http://www.geneontology.org/) was downloaded, and the transcripts were annotated to the GO database using BLASTP (*E*-value ≤ 1E-06). GO term annotation was performed using GO classification results from the Map2Slim.pl script. Protein sequences with the highest sequence similarities and cutoffs were retrieved for analysis. Functional enrichment analysis was carried out using DAVID (http://david.abcc.ncifcrf.gov/) and AgriGO (FDR ≤ 0.05) (Du et al., 2010). The transcript lists were further annotated using the TAIR database, and filtered according to default criteria (counts ≥ 2 and EASE score ≤ 0.1). In addition, KEGG pathways were assigned to the sequences by the single-directional best hit method using the KEGG Automatic Annotation Server (Moriya et al., 2007) and DAVID (counts ≥ 10, FDR ≤ 0.05).

### DEGs analysis

Gene expression data were generated from 12 samples from each of two inbred lines. To identify genes differentially expressed during vernalization treatments of each line, raw counts were normalized and analyzed using the DESeq library in R (v3.0) (Anders and Huber, 2010). For a gene to be considered as a DEG, we required |log_2_ (fold change)| ≥ 1. In addition, DEGs were filtered by requiring the adjusted *p*-value (FDR) to be ≤ 0.01. Two types of comparisons were performed: (1) DEGs between the two lines at each time point of vernalization (0, 15, and 35 days); and (2) expression changes of transcripts between vernalization time points: 15 vs. 0 days, and 35 vs. 0 days. Up- and down-regulated transcripts were subjected to a Venn diagram analysis in R.

### Identification of radish homologs of FT

To discover genes related to Ft in our transcriptome, a set of 174 Ft genes was selected as a reference set based on previous literature and studies in *A. thaliana* (Nilsson et al., 1998; Amasino and Michaels, 2010). Published sequences were obtained from the TAIR database (http://www.arabidopsis.org/index.jsp) based on the *Arabidopsis* accession numbers of Ft genes. BLASTn was used to query the 174 Ft genes against the assembled 71,188 genes of radish. Top hits were filtered based on the highest percentage of hit coverage and sequence similarity. Cutoffs were *E*-values ≤ 1E-25 and identity ≥ 65%. Also, the sequences of Ft genes were used to query the protein sequences of radish using BLASTx methods (*E*-value ≤ 1E-20, identity ≥ 50%).

### Validation of a subset of DEGs by qPCR

Expression data obtained by RNA-Seq were validated by quantitative real-time PCR (qPCR) using cDNA synthesized from the same RNA samples used for RNA-Seq analysis. Total RNA was treated with DNase I (Thermo Fisher Scientific, Waltham, MA, USA) to remove genomic DNA. cDNA was synthesized using reverse transcriptase (RevertAid First-strand cDNA Synthesis Kit; Fermentas, Burlington, Canada). qPCR was performed on a CFX Connect™ Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) using SYBR Premix Ex Taq (TaKaRa, Tokyo, Japan). DEGs and Ft genes were determined by qPCR using gene-specific primers (Table S3) and were normalized against the corresponding level of *RsACT1*. Three technical repeats were performed for each experiment.

## Results

### Phenotypic variation in bolting time between two radish inbred lines

First, we recorded the bolting time of the two inbred lines with or without vernalization. After vernalization treatments (0, 15, or 35 days), plants were grown under standard conditions (16 h light/8 h dark, 23°C) for 30 days in soil, and then we examined variations in flowering phenotypes between the two lines. In the absence of vernalization, the two lines were phenotypically similar, i.e., they did not bolt at all. By contrast, 30 days after vernalization treatment, the two lines exhibited dramatic differences, with NH-JS1 exhibiting a relatively late-bolting phenotype (Figure 1A). To further investigate the bolting of the two lines under different conditions, we compared the behavior of the two lines following vernalization treatments of various lengths. When grown for 30 days after 15 days of vernalization treatment, 60% of NH-JS2 bolted, whereas no NH-JS1 plants did. Following 35 days of vernalization conditions, all plants of both lines bolted after 30 days of normal growth. At 20 days of growth after 35 days of vernalization, only 63.5% of NH-JS1 plants bolted, whereas almost all (94.5%) of the NH-JS2 plants did. These results confirmed that NH-JS2 bolts earlier than NH-JS1 in response to vernalization (Figure 1B).

**Figure 1:**
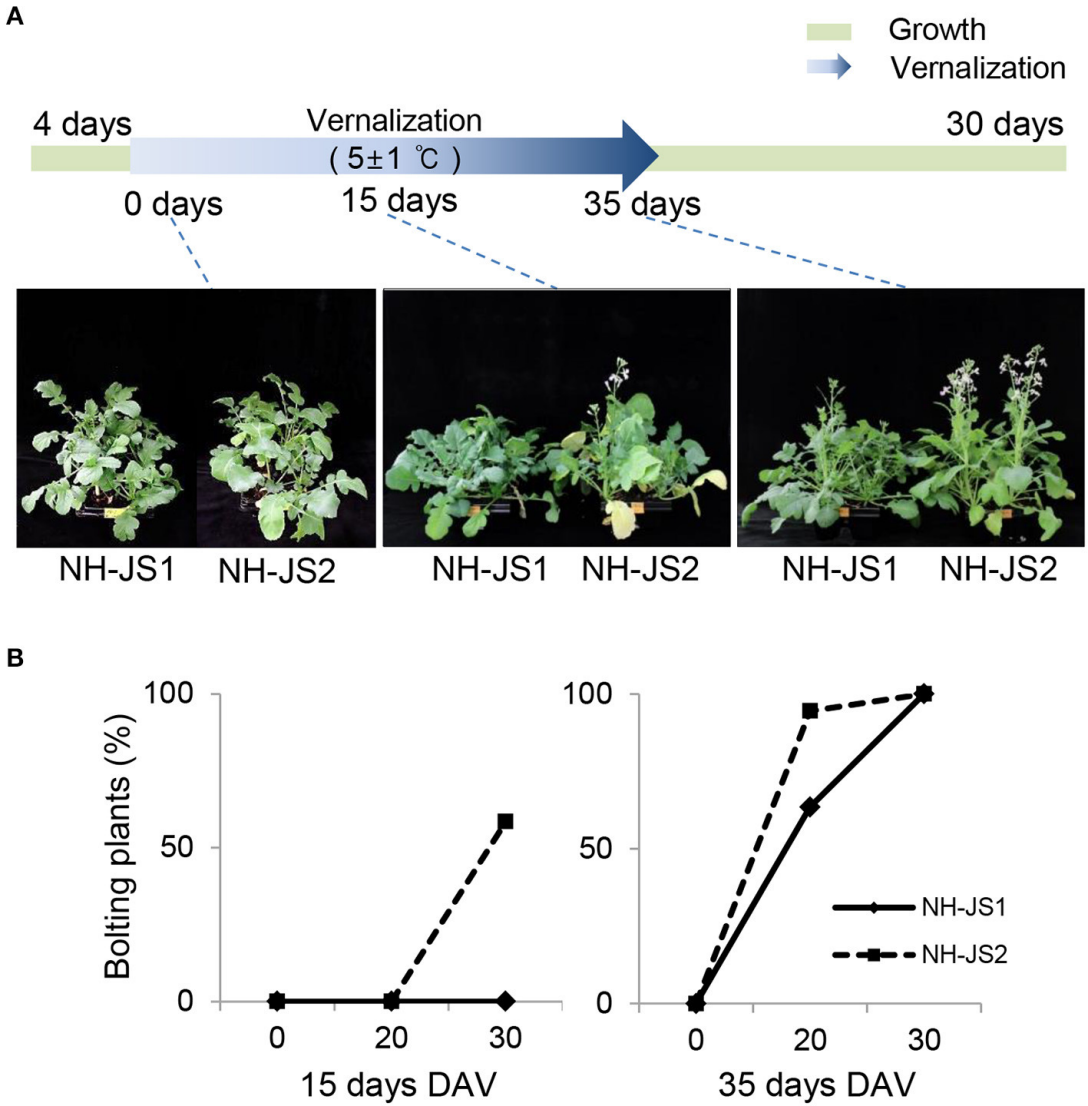
**Phenotypes of NH-JS1 and NH-JS2 inbred lines after vernalization. (A)** Bolting phenotypes of NH-JS1 and NH-JS2 following a vernalization period (0, 15, and 35 days). Seedlings of two inbred lines were germinated in a 23°C growth room for 4 days. The 0 day vernalization time point indicates that the two inbred lines were grown in the 23°C growth room for 30 days without vernalization. For the vernalization treatment, germinated seedlings were grown in a cold room (5 ± 1°C, 12 h light/12 h dark) for 15 or 35 days, and then transferred to a 23°C growth room for 30 days. **(B)** Percentage of bolting plants after vernalization (*n* = 20 plants). DAV, days after vernalization.

A phenotype is an observable trait caused by differential expression of genes and/or environmental factors. In both inbred lines, vernalization had the most significant effect on the bolting phenotype during growth. Therefore, we predicted that the expression patterns of Ft genes, which we assumed would be closely related to bolting, would differ between the two lines.

### RNA-Seq analysis

To identify transcriptome changes between the two radish inbred lines, we isolated total RNAs from shoot tissues, subjected them to cDNA library construction, and sequenced the libraries on an Illumina HiSeq 2000 Sequencing System (Figure S1). 

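The 12 libraries came from 2 lines at 3 vernalization times (0, 15, and 35 days), with 2 biological replicates in each of the 6 groups. NH-JS1 is the late-bolting and NH-JS2 the early-bolting inbred line. Plants were grown for 2 weeks at 23°C with 16 h of light before cold treatment at 5°C with 12 h of light, and each sample pooled shoots of 3 plants. The authors trimmed the reads, mapped them to the unigenes, counted them, normalized the counts against library size, and rounded them to whole numbers. The deposited values are therefore normalized values and not read counts, and the number of reads behind a value is unknown. The values of a library summed to between 43715147 and 56110604 in the first replicate set and to between 40129829 and 50765304 in the second. The median value per unigene was between 100 and 107 in the libraries of the first set and between 85 and 91 in those of the second. The values were tested as log2(value + 1) with limma, using an intensity trend, for the 64691 unigenes with a mean of at least 10, with all 12 libraries in 1 model of 6 groups. DEGs were unigenes with a Benjamini-Hochberg FDR of at most 0.01 and a log2 fold change of at least 1 in size, the criteria of the paper. Log2 fold changes are on the log2(value + 1) scale and understate the changes of unigenes with low values. Libraries are named here by the line on their labels. Of the 84 log2 levels in Table 4 of the paper, 81 equal to 2 decimals the log2 of the mean value plus 1 of the libraries labelled with the other line. With means of log2(value + 1), which are given as levels here, 25 do. Which of the labels and the paper is in error cannot be told from the values, so a direction between the lines below holds for the labels and is opposite under the assignment of Table 4.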

In total, 587,119,316 paired-end reads (101 bp in length) were generated from 12 libraries generated from the two inbred lines. Raw reads were subjected to quality control, and adapter sequences and low-quality reads were trimmed out. Over 79% of clean reads satisfied the following criteria: quality score Q < 20; minimum read length ≥ 25 bp. In total, 237,331,729 and 228,587,020 clean reads were obtained from NH-JS1 and NH-JS2, respectively (Table S1); the average length of clean reads was 87.85 bp. To verify the similarity between two replicate data, normalized counts were used to created a plot of pairs repeat samples (Figure S2). 

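Across all 78483 unigenes, the Pearson correlation of log2(value + 1) between the 2 replicates of a group was between 0.944 and 0.953 in the 6 groups, with a median of 0.949. Spearman's rho was between 0.952 and 0.960. Libraries of different lines had Pearson correlations between 0.789 and 0.909. Libraries of the same line and replicate set at different times reached 0.974, which was above every replicate pair. With only the unigenes past the filter, the median for replicates was 0.920. Unigenes are not independent observations, and no test was made of these correlations. Libraries with the same replicate number deviated together from their group means, with a median correlation of deviations of 0.634 over the 15 pairs of groups. After rescaling by median ratios and without the unigenes at 0 in every library of a set, the median was 0.09, with a range of -0.026 to 0.404.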

Most samples were highly reproducible between pairs. 

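The deposited values covered 78483 unigenes, of which 23.4% had no assigned Arabidopsis (TAIR) gene. In the first replicate set, 33 unigenes were at 0 in all 6 libraries, and in the second set 629 were. No unigene was at 0 in only some libraries of a set, and between 4800 and 6592 unigenes per library were at 1. Of the 629 unigenes, 292 had a mean of at least 100 in the first set, so a value of 0 is reported here only as listed at 0.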

To assess the proportion of unigenes among the 12 transcriptomes, all clean reads were mapped to the reference set of 71,188 unigenes: 94.35% (241,530,265 reads) reads of NH-JS1 and 94.04% (311,512,975 reads) reads of NH-JS2 mapped to the reference unigenes (Table S2). Among all mapped reads, 284,096,662 (48.45%) reads mapped exactly to the reference unigenes, whereas 268,946,578 (45.75%) reads could map to multiple locations in the reference; only 5% of all reads were unmapped. Overall, these results indicated that all of the transcriptome sets had a high proportion of unigenes and were therefore suitable for further DEG and expression profiling analysis.

### DEGs between two inbred lines during vernalization

The total set of expressed genes was subjected to DEG analysis using the DESeq package in R to identify individual characteristics of the transcriptomes of the inbred lines. DEGs were selected using the following criteria: FDR ≤ 0.01 and |log_2_(fold change)|≥1. 

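Between the libraries labelled NH-JS1 and NH-JS2, 4938 DEGs were found at 0 days, 5221 at 15 days, and 6813 at 35 days. At 0 days 2489 were higher and 2449 lower in NH-JS1 by label, at 15 days 2594 and 2627, and at 35 days 3192 and 3621. Across the time points these lists summed to 16972. With the replicate number as a block, the numbers were 5766, 6111, and 8143 at 0, 15, and 35 days. With only the 4 libraries of each comparison there were 2351 DEGs at 0 days and 3698 at 35 days, and with an FDR of at most 0.05 there were 7863 at 15 days and 10629 at 35 days.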

In total, 3491 DEGs were identified between the two inbred lines at each vernalization time point (0, 15, and 35 days). Of these, 154 genes were shared among the three time points, whereas 309, 788, and 980 genes were specific to samples subjected to 0, 15, and 35 days of vernalization, respectively (Figure 2A). Moreover, in both inbred lines, we investigated genes differentially regulated between two time points (vs. 0 days). 

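In the deposited values, 3552 unigenes were DEGs between the lines at all 3 time points, and 754, 474, and 1992 were DEGs only at 0, 15, and 35 days. Of the 3543 unigenes with the same direction in every pairing of libraries at every time point, those with the largest mean difference were at or near the floor of 1 in all libraries of 1 label. TBIU061922 (AT3G15960) had a log2 fold change of 11.26 (standard error 0.44, FDR 5.72e-07) at 0 days and TBIU068191 (AT5G56500) of 10.41 (standard error 0.39, FDR 5.61e-07). In the opposite direction, TBIU062716, without an assigned gene, had -10.87 (standard error 0.27, FDR 2.08e-07) and TBIU008148 (AT1G64260) -10.91 (standard error 1.15, FDR 0.000131). These directions follow the labels.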

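Relative to 0 days, 15 days of vernalization gave 1071 DEGs in the libraries labelled NH-JS1, of which 707 were up-regulated and 364 down-regulated. In those labelled NH-JS2, 835 DEGs were found, of which 618 were up-regulated and 217 down-regulated. The lists shared 373 DEGs, and all 373 had the same direction. With the replicate number as a block, 2366 and 1512 DEGs were found. With only the 4 libraries of each comparison, there were 0 DEGs in either line, and 12974 unigenes in NH-JS1 and 13775 in NH-JS2 had an unadjusted p under 0.05.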

Between 15 days and 0 days, 1077 genes (662 up-regulated, 415 down-regulated) were differentially expressed in NH-JS1, and 2552 genes (1429 up-regulated, 1123 down-regulated) were differentially expressed in NH-JS2. Between 35 and 0 days, 3253 (1633 up-regulated, 1620 down-regulated) and 2278 (952 up-regulated, 1326 down-regulated) genes were identified as DEGs in NH-JS1 and NH-JS2, respectively (Figure 2B). 

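In the deposited values, 35 days against 0 days gave 2520 DEGs in the libraries labelled NH-JS1 (1448 up-regulated and 1072 down-regulated) and 9212 in those labelled NH-JS2 (4634 up-regulated and 4578 down-regulated). The lists shared 1941 DEGs, of which 1927 had the same direction. Fitted with the replicate number as a block, they were 4767 and 11836.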

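The number of DEGs between 15 and 0 days in the libraries labelled NH-JS2 was 0.78 of that in NH-JS1, and 0.639 with the replicate number as a block. A ratio of list lengths depends on the threshold, so the difference in response was also tested directly. For 11 unigenes the response to 15 days of cold differed between the lines (line-by-cold interaction at an FDR of at most 0.01), against 4186 with an unadjusted p under 0.05. Over all unigenes past the filter, the root mean square log2 response was 0.951 in NH-JS1 and 0.905 in NH-JS2 by label. Within the first set alone, the NH-JS2 response was 1.099 times that of NH-JS1, and within the second 0.809 times.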

In the comparison of DEGs between day 15 and day 0, 2.4-fold more DEGs were identified in NH-JS2 than NH-JS1. By contrast, in the comparison between 35 and 0 days, 1.4-fold more DEGs were identified in NH-JS1.

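Between 35 and 0 days, the number of DEGs in the libraries labelled NH-JS1 was 0.274 of that in those labelled NH-JS2, and 0.403 with the replicate number as a block. An interaction at an FDR of at most 0.01 was found for 27 unigenes, against 7448 with an unadjusted p under 0.05. Of the 27, 4 had the more positive response in NH-JS1 and 23 in NH-JS2 by label. With the replicate number as a block 53 were found, and this split was 17 and 36. The root mean square log2 response was 1.041 in NH-JS1 and 1.348 in NH-JS2, and was larger in NH-JS2 in each set, by a factor of 1.265 in the first and 1.178 in the second.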

**Figure 2:**
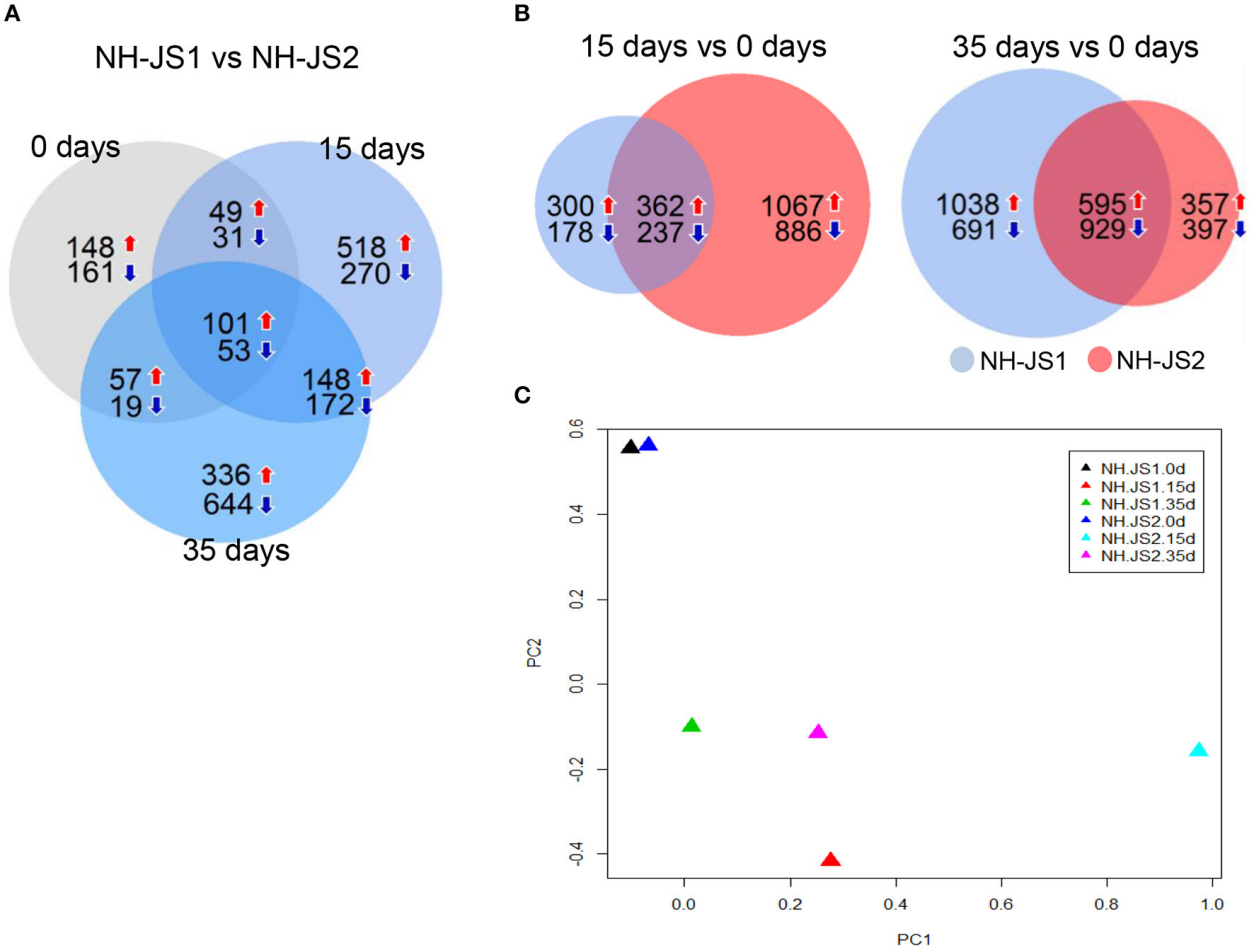
**Comparison of genes differentially expressed between two inbred lines under vernalization conditions. (A)** Differentially expressed genes (DEGs) between the two inbred lines at each vernalization time (0, 15, and 35 days). **(B)** Comparisons of DEGs between 15 and 0 days, and between 35 and 0 days between two inbred lines. Red and blue arrows indicate up-regulation and down-regulation, respectively. Numbers indicate genes differentially expressed in NH-JS1 relative to NH-JS2. **(C)** Principal component analysis of DEGs between two inbred lines under normal and vernalization conditions. Triangles of each color correspond to a different time point. The largest variation between NH-JS1 and NH-JS2 was observed at 15 days of vernalization.

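Over the DEGs of each time point, the root mean square log2 difference between the lines was 4.15 at 0 days, 4.05 at 15 days, and 3.89 at 35 days. The root mean square difference between replicates of a group was between 0.571 and 0.609, but DEGs are selected for a difference between the lines that is large against that between replicates. Over all unigenes past the filter, the difference between the lines rose from 1.32 at 0 days to 1.35 at 15 days and 1.46 at 35 days. Replicates differed by between 1.01 and 1.11 over the same 64691 unigenes. Over the 64366 left without those at 0 in every library of a set, replicates differed by between 0.612 and 0.741 and the lines by between 1.33 and 1.46.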

To identify the sets of DEGs that are most relevant to differences in the lines' responses to vernalization, we performed principal component analysis (PCA). 

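In a principal component analysis of the 8320 unigenes that were DEGs between the lines at any time, the first component held 82.6% of the variance and separated the libraries labelled NH-JS1 from those labelled NH-JS2 at every time, which the selection of these unigenes favours. Over all unigenes past the filter, the first component held 42.7% and also separated the lines at every time, the 0 day libraries included. The second component of the DEGs held 9.2%. On it, the 0 day libraries scored between 0.407 and 0.992 and the cold-treated libraries between -0.846 and -0.065.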

The 0 day datasets were similar between the two lines, whereas the 15 and 35 day datasets were dissimilar. The 15 day set from NH-JS2 was the most different from the others. 

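In the deposited values, the mean root mean square distance of a group to the other groups over the 8320 DEGs between the lines was largest for the libraries labelled NH-JS2 at 35 days, at 2.74. It was 2.45 for NH-JS2 at 15 days, 2.59 for NH-JS2 at 0 days, and 2.55, 2.43, and 2.45 for NH-JS1 at 0, 15, and 35 days. Replicates of these groups differed by between 0.603 and 0.656. No test was made of the distances, with 2 libraries per group.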

For each inbred line, the results of PCA analysis were consistent with the number of DEGs between the two time points following vernalization treatment, relative to the non-vernalized sample. This suggests that, in both lines, different vernalization times had significantly different effects on the transcription of a subset of transcripts. Thus, these two inbred lines clearly exhibited different expression patterns in response to vernalization treatments of various lengths, as reported in previous studies (Greenup et al., 2011; Villacorta-Martin et al., 2015).

To further investigate the biological pathways active in the two inbred lines, we assigned DEGs from the 15 vs. 0 days comparisons to pathways in the KEGG database. We identified no significantly enriched pathways in NH-JS1, whereas, in NH-JS2, 94 genes were assigned to three pathways: “*glycolysis/gluconeogenesis*” (45 transcripts), “*pyruvate metabolism*” (30 transcripts), and “*nitrogen metabolism*” (19 transcripts). Next, the DEGs from 35 vs. 0 days comparisons were also mapped to the KEGG database. The 352 DEGs from NH-JS1 and the 168 genes from NH-JS2 mapped to 11 and 6 pathways, respectively (Table 1). Five pathways were shared between the two inbred lines, whereas six and one were specific to NH-JS1 and NH-JS2, respectively. The six specific pathways in the NH-JS1 were “*arginine and proline metabolism*,” “*tryptophan metabolism*,” “*glutathione metabolism*,” “*pentose phosphate pathway*,” “*photosynthesis2*,” and “*valine, leucine, and isoleucine biosynthesis*.” The specific pathway in NH-JS2, “*circadian rhythm*,” included 29 transcripts. Further investigation of the DEGs in the two inbred lines may provide clues about phenotypic variation in response to vernalization.

**Table 1:** **Significantly enriched KEGG pathways among differentially expressed genes**.

**Comparison**	**Inbred line**	**KEGG ID**	**Pathway**	**Number of radish genes**
15 vs. 0 days	NH-JS1			
		NA	−	–
	NH-JS2			
		ath00010	Glycolysis/Gluconeogenesis	45
		ath00620	Pyruvate metabolism	30
		ath00910	Nitrogen metabolism	19
35 vs. 0 days	NH-JS1			
		ath00030	Pentose phosphate pathway	23
		ath00195	Photosynthesis1	61
		ath00196	Photosynthesis2	30
		ath00290	Valine, leucine, and isoleucine biosynthesis	31
		ath00330	Arginine and proline metabolism	27
		ath00380	Tryptophan metabolism	17
		ath00480	Glutathione metabolism	28
		ath00620	Pyruvate metabolism	30
		ath00710	Carbon fixation in photosynthetic organisms	46
		ath00910	Nitrogen metabolism	34
		ath00970	Aminoacyl-tRNA biosynthesis	25
	NH-JS2			
		ath00195	Photosynthesis	30
		ath00620	Pyruvate metabolism	23
		ath00710	Carbon fixation in photosynthetic organisms	37
		ath00910	Nitrogen metabolism	30
		ath00970	Aminoacyl-tRNA biosynthesis	19
		ath04712	Circadian rhythm	29

### Identification and expression profiling of Ft genes

To discover radish Ft genes in our transcriptome datasets, we examined Ft genes identified in previous flowering studies in *Arabidopsis*. This analysis revealed 174 Ft genes in *Arabidopsis*, which were confirmed to be involved in flowering pathways. 

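The transcripts that Table 2 lists with an identifier belong to 108 genes and were all in the deposited values, and 214 of them passed the filter on low values. Before that filter, the files assign the same TAIR gene as Table 2 to 181 transcripts and another to 35, among them RsMAF2 TBIU041410, which the files assign to FLC (AT5G10140).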

Of 218 putative Ft genes with known homologs in *Arabidopsis*, BLAST search identified 109 Ft genes in our transcriptomes (Table 2). The radish Ft genes were classified into five flowering pathways: “A” (autonomous), “V” (vernalization), “C/L/P” (circadian clock, light signaling, and photoperiod), “D/M” (development and meristem response), and “G/M” (gibberellin signaling and metabolism) (Weigel et al., 1992). The percentages and numbers of genes in each of these pathways were as follows: “C/L/P” (50%, 109 transcripts), “V” (26.1%, 57 transcripts), “A” (10.5%, 23 transcripts), “G/M” (5.9%, 13 transcripts), and “D/M” (5.5%, 12 transcripts).

**Table 2:** **Radish homologs of flowering-time genes**.

**Gene**	**TAIR ID**	**Transcript ID**	**Identity (%)**	***E*-value**	**Pathway**
*AGL18*	AT3G57390	TBIU005421	85.99	0	C/L/P
*AGL18*	AT3G57390	TBIU006406	85.19	0	C/L/P
*AGL19*	AT4G22950	TBIU033103	86.51	0	V
*AGL19*	AT4G22950	TBIU033101	86.51	0	V
*AGL19*	AT4G22950	TBIU040817	88.89	0	V
*AGL24*	AT4G24540	TBIU059222	89.97	0	C/L/P
*AGL24*	AT4G24540	TBIU058842	89.22	0	C/L/P
*AGL24*	AT4G24540	TBIU058841	88.92	0	C/L/P
*AGL24*	AT4G24540	TBIU058840	88.92	0	C/L/P
*AGL24*	AT4G24540	TBIU058839	88.92	0	C/L/P
*AGL31/MAF2*	AT5G65050	TBIU038028	78.66	2E-89	V
*AGL31/MAF2*	AT5G65050	TBIU060196	76.66	3E-88	V
*AGL31/MAF2*	AT5G65050	TBIU041410	87.29	0	V
*AGL31/MAF2*	AT5G65050	TBIU041409	88.84	3E-157	V
*AGL31/MAF2*	AT5G65050	TBIU041406	88.84	3E-157	V
*AP1*	AT1G69120	TBIU053386	85.98	2E-60	D/M
*ATGRP7*	AT2G21660	TBIU039511	82.44	1.00E-121	A
*ATGRP7*	AT2G21660	TBIU008146	79.38	1.00E-62	A
*ATGRP7*	AT2G21660	TBIU008145	79.48	1.00E-63	A
*ATGRP7*	AT2G21660	TBIU008147	79.18	1.00E-60	A
*ATGRP7*	AT2G21660	TBIU034523	83.02	1.00E-61	A
*ATH1*	AT4G32980	TBIU000894	88.29	0	D/M
*ATX1*	AT2G31650	TBIU017557	82.47	0	D/M
*ATX1*	AT2G31650	TBIU017558	81.03	0	D/M
*BRI1*	AT4G39400	TBIU034726	86	0	A
*BRI1*	AT4G39400	TBIU013440	82.08	0	A
*CCA1*	AT2G46830	TBIU056428	86.79	2E-134	C/L/P
*CDF1*	AT5G62430	TBIU001508	81.82	4E-39	C/L/P
*CDF2*	AT5G39660	TBIU055313	81.82	4E-39	C/L/P
*CDF3*	AT3G47500	TBIU048719	80.98	0	C/L/P
*CDF5*	AT1G69570	TBIU032499	81.88	0	C/L/P
*CDF5*	AT1G69570	TBIU018125	79.29	2E-27	C/L/P
*CDF5*	AT1G69570	TBIU018123	79.29	2E-27	C/L/P
*CHE*	AT5G08330	TBIU044938	83	3E-178	C/L/P
*CIB1*	AT4G34530	TBIU050787	78.95	0	C/L/P
*CIR1*	AT5G37260	TBIU002370	82.38	0	C/L/P
*CIR1*	AT5G37260	TBIU002369	82.72	0	C/L/P
*CKB3*	AT3G60250	TBIU008933	89.12	0	C/L/P
*CKB3*	AT3G60250	TBIU008934	89.42	0	C/L/P
*CKB3*	AT3G60250	TBIU014981	85.90	0	C/L/P
*CKB3*	AT3G60250	TBIU063414	88.33	0	C/L/P
*CKB3*	AT3G60250	TBIU047575	89.42	0	C/L/P
*CLF*	AT2G23380	TBIU038214	89.05	0	V
*CLF*	AT2G23380	TBIU038213	87.69	0	V
*CO*	AT5G15840	TBIU047519	82.36	0	C/L/P
*COL5*	AT5G57660	TBIU046921	79.83	0	C/L/P
*COP1*	AT2G32950	TBIU002950	90.38	0	C/L/P
*CRY1*	AT4G08920	TBIU025226	90.27	0	C/L/P
*CRY2*	AT1G04400	TBIU002571	86.53	0	C/L/P
*CRY2*	AT1G04400	TBIU002572	86.69	0	C/L/P
*CRY2*	AT1G04400	TBIU021282	87	0	C/L/P
*CRY2*	AT1G04400	TBIU021281	87	0	C/L/P
*CRY2*	AT1G04400	TBIU021280	87	0	C/L/P
*Cstf64*	AT1G71800	TBIU054341	83.59	0	V
*Cstf64*	AT1G71800	TBIU054340	83.59	0	V
*Cstf77*	AT1G17760	TBIU015459	90	0	V
*CUL4*	AT5G46210	TBIU015701	89.69	0	C/L/P
*CUL4*	AT5G46210	TBIU034296	89.70	0	C/L/P
*EFS*	AT1G77300	TBIU033300	84.35	0	A
*ELF3*	AT2G25930	TBIU017689	83.58	2E-120	C/L/P
*ELF3*	AT2G25930	TBIU017688	76.52	1E-92	C/L/P
*ELF3*	AT2G25930	TBIU017687	76.52	1E-92	C/L/P
*ELF3*	AT2G25930	TBIU060276	79.71	3E-98	C/L/P
*ELF3*	AT2G25930	TBIU060274	81.55	3E-152	C/L/P
*ELF4*	AT2G40080	TBIU064680	94.62	1E-56	C/L/P
*ELF4*	AT2G40080	TBIU049907	91.49	3E-55	C/L/P
*ELF4*	AT2G40080	TBIU050812	92.63	5E-57	C/L/P
*ELF7*	AT1G79730	TBIU005544	83.60	0	C/L/P
*ELF8*	AT2G06210	TBIU051297	91.43	0	C/L/P
*EMF1*	AT5G11530	TBIU055837	77.33	3E-169	V
*EMF2*	AT5G51230	TBIU038305	87.20	0	V
*EMF2*	AT5G51230	TBIU038304	87.20	0	V
*EMF2*	AT5G51230	TBIU038306	87.51	0	V
*ESD1*	AT3G33520	TBIU031116	83.80	0	V
*ESD1*	AT3G33520	TBIU031117	82.59	0	V
*ESD4*	AT4G15880	TBIU053945	88.13	0	V
*ESD4*	AT4G15880	TBIU053944	88.13	0	V
*FCA*	AT4G16280	TBIU061243	87.29	0	A
*FD*	AT4G35900	TBIU030176	80.27	5E-112	C/L/P
*FD*	AT4G35900	TBIU030174	79.09	5E-97	C/L/P
*FD*	AT4G35900	TBIU063145	83.97	0	C/L/P
*FD*	AT4G35900	TBIU063144	82.31	2E-166	C/L/P
*FES*	AT2G33835	TBIU050264	85.32	1E-160	V
*FES*	AT2G33835	TBIU066119	78.68	3E-147	V
*FIO1*	AT2G21070	TBIU055982	82.77	0	C/L/P
*FLC*	AT5G10140	TBIU004737	87.77	0	V
*FLC*	AT5G10140	TBIU055229	86.17	0	V
*FLD*	AT3G10390	TBIU056019	85.46	0	A
*FLK*	AT3G04610	TBIU053081	91.16	0	A
*FLK*	AT3G04610	TBIU053080	91.16	0	A
*FLK*	AT3G04610	TBIU053084	91.16	0	A
*FLK*	AT3G04610	TBIU053083	91.16	0	A
*FLK*	AT3G04610	TBIU053082	87.86	0	A
*FPA*	AT2G43410	TBIU045491	87.28	0	A
*FPA*	AT2G43410	TBIU003165	75.26	0	A
*FPF1*	AT5G24860	TBIU028421	84.55	2E-62	G/M
*FRI*	AT4G00650	NA	NA	NA	V
*FT*	AT1G65480	TBIU006696	87.47	9E-128	I
*FUL*	AT5G60910	TBIU046182	85.98	2E-60	D/M
*FVE*	AT2G19520	TBIU012769	91.17	0	A
*FVE*	AT2G19520	TBIU011465	89.67	0	A
*FVE*	AT2G19520	TBIU003494	92.19	0	A
*FVE*	AT2G19520	TBIU055889	85.12	0	A
*FY*	AT5G13480	TBIU014832	90.82	0	A
*GA2/KS*	AT1G79460	TBIU053644	86.19	0	G/M
*GA2ox2*	AT1G30040	TBIU053462	88.04	0	G/M
*GA2ox2*	AT1G30040	TBIU037959	89.73	0	G/M
*GA2ox6*	AT1G02400	TBIU036436	88.37	0	G/M
*GAI*	AT1G14920	TBIU008587	81.89	0	G/M
*GAI*	AT1G14920	TBIU046318	82.12	0	G/M
*GI*	AT1G22770	TBIU054300	88.30	0	C/L/P
*GID1A*	AT3G05120	TBIU064472	82.55	0	G/M
*GID1A*	AT3G05120	TBIU064471	82.55	0	G/M
*GID1B*	AT3G63010	TBIU043137	86.41	0	G/M
*GID1C*	AT5G27320	TBIU028704	82.45	0	G/M
*HUA2*	AT5G23150	TBIU046200	83.18	0	V
*HUA2*	AT5G23150	TBIU046198	83.18	0	V
*HUA2*	AT5G23150	TBIU033617	85.14	0	V
*HUA2*	AT5G23150	TBIU033616	85.14	0	V
*HUB1*	AT2G44950	TBIU022601	88.70	0	V
*HUB1*	AT2G44950	TBIU045258	88.41	0	V
*HUB1*	AT2G44950	TBIU045256	87.80	0	V
*HUB1*	AT2G44950	TBIU045257	88.19	0	V
*HUB2*	AT1G55250	TBIU005540	89.97	0	V
*JMJ14*	AT4G20400	TBIU005695	86.35	0	C/L/P
*JMJ14*	AT4G20400	TBIU027036	84.13	0	C/L/P
*LD*	AT4G02560	TBIU060988	86.22	0	A
*LFY*	AT5G61850	NA	NA	NA	I
*LHY*	AT1G01060	TBIU002252	81.64	0	C/L/P
*LHY*	AT1G01060	TBIU002251	81.64	0	C/L/P
*LKP2*	AT2G18915	TBIU044770	85.77	0	C/L/P
*LKP2*	AT2G18915	TBIU044765	85.77	0	C/L/P
*LKP2*	AT2G18915	TBIU044766	85.94	0	C/L/P
*LKP2*	AT2G18915	TBIU044769	82.51	0	C/L/P
*LUX/PCL1*	AT3G46640	TBIU006035	80.54	2E-91	C/L/P
*LWD1/LWD2*	AT1G12910	TBIU027456	85.41	0	C/L/P
*MAF3*	AT5G65060	TBIU059941	70.10	3.00E-79	V
*MYB33*	AT5G06100	TBIU055380	75.12	4E-125	G/M
*NFYA1*	AT5G12840	TBIU026781	82.41	0	C/L/P
*NFYA1*	AT5G12840	TBIU063072	85.48	2E-136	C/L/P
*NFYA4*	AT2G34720	TBIU046301	87.35	6E-140	C/L/P
*NFYA4*	AT2G34720	TBIU046298	87.24	6E-140	C/L/P
*NFYA4*	AT2G34720	TBIU053915	77.60	2E-55	C/L/P
*NFYA4*	AT2G34720	TBIU053916	77.60	2E-55	C/L/P
*NFYB2*	AT5G47640	TBIU015167	87.43	9E-168	C/L/P
*NFYB2*	AT5G47640	TBIU015166	87.43	9E-168	C/L/P
*NFYB2*	AT5G47640	TBIU039384	86.76	1E-170	C/L/P
*NFYB2*	AT5G47640	TBIU039382	86.76	1E-170	C/L/P
*NFYB2*	AT5G47640	TBIU039381	86.76	1E-170	C/L/P
*NFYB2*	AT5G47640	TBIU039383	86.76	1E-170	C/L/P
*NFYB3*	AT4G14540	TBIU054661	74.85	2.00E-38	C/L/P
*NFYC9*	AT1G08970	TBIU020621	85.67	0	C/L/P
*PFT1*	AT1G25540	TBIU063731	88.42	0	C/L/P
*PFT1*	AT1G25540	TBIU063730	88.42	0	C/L/P
*PFT1*	AT1G25540	TBIU063732	88.84	0	C/L/P
*PHYA*	AT1G09570	TBIU022457	88.25	0	C/L/P
*PHYA*	AT1G09570	TBIU022456	88.25	0	C/L/P
*PHYB*	AT2G18790	TBIU006411	86.60	0	C/L/P
*PHYB*	AT2G18790	TBIU006412	86.42	0	C/L/P
*PHYB*	AT2G18790	TBIU052711	84.91	0	C/L/P
*PHYC*	AT5G35840	TBIU014324	87.85	0	C/L/P
*PHYC*	AT5G35840	TBIU014323	87.95	0	C/L/P
*PHYE*	AT4G18130	TBIU021641	84.82	0	C/L/P
*PIE1*	AT3G12810	TBIU054149	88.19	0	C/L/P
*PIF3*	AT1G09530	TBIU022387	81.68	0	C/L/P
*PIF3*	AT1G09530	TBIU022386	81.44	0	C/L/P
*PIF3*	AT1G09530	TBIU061019	83.52	8E-63	C/L/P
*PRR1/TOC1*	AT5G61380	TBIU063569	88.53	0	C/L/P
*PRR3*	AT5G60100	TBIU002967	88.45	0	C/L/P
*PRR5*	AT5G24470	TBIU054683	80.38	2E-179	C/L/P
*PRR5*	AT5G24470	TBIU031542	84.99	0	C/L/P
*PRR5*	AT5G24470	TBIU018984	84.99	0	C/L/P
*RFI2*	AT2G47700	TBIU025658	79.42	0	C/L/P
*SAP18*	AT2G45640	TBIU003917	86.06	4E-140	D/M
*SAP18*	AT2G45640	TBIU017539	86.24	9E-142	D/M
*SDG26*	AT1G76710	TBIU028878	86.89	0	V
*SDG26*	AT1G76710	TBIU028877	86.89	0	V
*SLY1*	AT4G24210	TBIU059296	82.91	1E-95	G/M
*SMZ*	AT3G54990	TBIU035344	87.20	0	C/L/P
*SOC1*	AT2G45660	TBIU065173	94.27	0	I
*SOC1*	AT2G45660	TBIU057467	93.95	0	I
*SPA1*	AT2G46340	TBIU023088	87.32	0	C/L/P
*SPA3*	AT3G15354	TBIU006466	84.72	0	C/L/P
*SPA3*	AT3G15354	TBIU006465	83.24	0	C/L/P
*SPA3*	AT3G15354	TBIU024047	84.72	0	C/L/P
*SPL3*	AT2G33810	TBIU008541	83.10	1E-99	D/M
*SPL4*	AT1G53160	TBIU015321	84.27	1E-131	D/M
*SPL4*	AT1G53160	TBIU010825	85.59	7E-28	D/M
*SPL4*	AT1G53160	TBIU053283	80.32	7E-74	D/M
*SPL9*	AT2G42200	TBIU040688	85.51	0	D/M
*SVP*	AT2G22540	TBIU062055	89.04	0	V
*SVP*	AT2G22540	TBIU023068	89.04	0	V
*TEM1*	AT1G25560	TBIU011903	81.84	0	C/L/P
*TEM2*	AT1G68840	TBIU004005	75.05	9E-106	C/L/P
*TEM2*	AT1G68840	TBIU026467	78.52	4.00E-134	C/L/P
*TFL2*	AT5G17690	TBIU003330	81.91	3E-146	C/L/P
*TFL2*	AT5G17690	TBIU003331	81.91	3E-146	C/L/P
*TIC*	AT3G22380	TBIU051595	81.70	0	C/L/P
*TIC*	AT3G22380	TBIU047831	81.77	0	C/L/P
*TOE1*	AT2G28550	TBIU064891	88.86	5E-144	C/L/P
*UBC1*	AT1G14400	TBIU046552	89.98	3E-171	V
*UBC1*	AT1G14400	TBIU041501	94.34	0	V
*UBC1*	AT1G14400	TBIU024449	94.34	0	V
*UBC1*	AT1G14400	TBIU024448	94.34	0	V
*UBC1*	AT1G14400	TBIU063982	94.34	0	V
*VIN3*	AT5G57380	TBIU064307	81.59	0	V
*VIN3*	AT5G57380	TBIU064308	81.58	0	V
*VIN3*	AT5G57380	TBIU064309	82.02	0	V
*VIN3*	AT5G57380	TBIU035197	84.80	0	V
*VIP4*	AT5G61150	TBIU053576	84.94	0	V
*VIP4*	AT5G61150	TBIU046204	83.90	0	V
*VIP5*	AT1G61040	TBIU044708	82.86	0	V
*VRN1*	AT3G18990	TBIU020397	88.96	0	V
*VRN1*	AT3G18990	TBIU003967	86.27	0	V
*VRN2*	AT4G16845	TBIU010681	74.81	0	V
*VRN2*	AT4G16845	TBIU010680	74.81	0	V
*VRN5*	AT3G24440	TBIU055842	80.08	0	V
*WNK1*	AT3G04910	TBIU064959	89.15	0	C/L/P

*- C/L/P: Circadian Clock, Light Signaling, and Photoperiod Pathways*.

*- D/M: Development and Meristem Response*.

*- G/M: Gibberellin Signaling and Metabolism*.

*- I: Floral Integrator*.

*- V: Vernalization Pathway*.

To identify DEGs related to the flowering pathway, we identified DEGs between the two inbred lines from among the 218 putative Ft genes. 

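Among the 218 Ft transcripts of Tables 2, 3, and 4, 8 were DEGs between the lines at 0 days, 7 at 15 days, and 13 at 35 days. At 0 days 7 were higher and 1 lower in NH-JS1 by label, at 15 days 5 and 2, and at 35 days 8 and 5, and the assignment of Table 4 reverses these directions. At an unadjusted p under 0.05 there were 22, 31, and 39. With the replicate number as a block, the numbers were 11, 10, and 16. At an FDR of at most 0.05, 13, 12, and 15 transcripts were DEGs.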

In total, 26 and 58 Ft genes were identified as DEGs at the three vernalization time points in the NH-JS1 and NH-JS2, respectively: 11 and 14 genes at 0 days, 5 and 20 genes at 15 days, and 10 and 24 genes at 35 days (Figure 3A). 

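The transcripts that were DEGs between the lines at all 3 time points numbered 5, namely both RsSOC1 transcripts (TBIU065173 and TBIU057467) and 3 RsELF3 transcripts (TBIU017687, TBIU017688, and TBIU017689). With the replicate number as a block there were 7, and at an FDR of at most 0.05 there were 8.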

Interestingly, 12 transcripts were consistently detected as DEGs at all vernalization time points. Furthermore, in both lines, we identified DEGs between vernalization time points; in the comparison between 15 and 0 days, 35 and 45 genes were up-regulated and 20 and 11 were down-regulated in NH-JS1 and NH-JS2, respectively. 

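In the deposited values, 4 Ft transcripts were DEGs between 15 and 0 days in the libraries labelled NH-JS1, of which 2 were up-regulated and 2 down-regulated, and the same numbers held for NH-JS2. At an unadjusted p under 0.05 there were 69 and 57. With the replicate number as a block, 9 and 7 were DEGs, and with only the libraries of each comparison there were 0 in either line, against 45 and 46 at an unadjusted p under 0.05. In the model without the block, no Ft transcript had a line-by-cold interaction at 15 days at an FDR of at most 0.01. An unadjusted p under 0.05 was found for 7.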

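Between 35 and 0 days, 15 Ft transcripts were DEGs in the libraries labelled NH-JS1 (10 up-regulated and 5 down-regulated) and 28 in those labelled NH-JS2 (20 up-regulated and 8 down-regulated). Under the replicate block they were 24 and 35. RsFLC (TBIU004737) fell in both, with a log2 fold change of -3.89 (standard error 0.30, FDR 0.000621) in NH-JS1 and -4.56 (standard error 0.30, FDR 6.97e-05) in NH-JS2. RsVIN3 (TBIU064307) rose in both, by 6.38 (standard error 0.93, FDR 0.00393) and 5.39 (standard error 0.93, FDR 0.0028). In the model without the block, no Ft transcript had an interaction at 35 days at an FDR of at most 0.01. An unadjusted p under 0.05 was found for 11.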

In the comparison between 35 and 0 days, 46 and 55 transcripts were up-regulated, and 23 and 11 were down-regulated in NH-JS1 and NH-JS2, respectively (Figure 3B). These six sets of Ft-related DEGs were analyzed by PCA. This analysis revealed that the datasets from 0 and 15 days of vernalization were similar between the two inbred lines, whereas the sets from 35 days of vernalization were divergent. The 35 day set from NH-JS2 was the most different from the others (Figure 3C). These results were consistent with the results of DEG analysis of Ft genes between the two lines. 

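Over the 14 Ft transcripts that were DEGs between the lines at any time, the mean root mean square distance of a group to the other groups was largest for the libraries labelled NH-JS2 at 0 days, at 2.101. It was 1.74 for NH-JS2 at 35 days, the smallest of the 6 groups. The others were 1.77 for NH-JS2 at 15 days and 1.91, 1.75, and 1.86 for NH-JS1 at 0, 15, and 35 days. The difference between the lines over the Ft DEGs of each time was 2.94 at 0 days, 2.89 at 15 days, and 2.20 at 35 days, while replicates differed by between 0.281 and 0.753.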

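Of the Ft transcripts of Table 3, 14 were DEGs between the lines at 1 or more time points in the deposited values, 8 higher and 6 lower in the libraries labelled NH-JS1. By the roles of Table 3, the 8 higher transcripts comprised 3 repressors and 5 enhancers, and the 6 lower transcripts were all repressors. The 5 enhancers include RsGAI (TBIU046318), which the paper's text calls a negative regulator of flowering. By these roles, role and direction were associated in a Fisher's exact test (p = 0.031). The test was not repeated with RsGAI as a repressor, so the association depends on that role. With each Arabidopsis homolog counted 1 time the p was 0.143, with only the libraries of each comparison it was 1, and with the replicate number as a block it was 0.00336. Of the 84 directions that Table 3 gives, 83 were opposite by label, 28 of them DEGs here.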

Interestingly, most of the up-regulated genes (16 of the 19 genes) in NH-JS1 were repressors of flowering, whereas the down-regulated genes in NH-JS1 consisted of 18 enhancer and 12 repressor genes. *RsMAF2* (TBIU060196) and *RsSPA1* (TBIU023088), which are repressors of the flowering pathway, were always up-regulated, whereas the positive regulators of flowering *RsAGL19* (TBIU033101, TBIU033103, and TBIU040817), *RsNFYA4* (TBIU046301 and TBIU046298), and *RsSOC1* (TBIU065173 and TBIU057467) were consistently down-regulated in NH-JS1, regardless of vernalization time. In addition, most down-regulated genes in NH-JS1 were flowering enhancers (18 of 30 genes), with the exception of *RsELF3* (5 of 30 genes) and *RsELF4* (3 of 30 genes) (Table 3).

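By label, RsMAF2 (TBIU060196) had a log2 fold change of NH-JS1 over NH-JS2 of -1.52 (standard error 0.41, FDR 0.0405) at 0 days, and of -1.63 and -1.49 at 15 and 35 days, none of them at an FDR of at most 0.01. RsSPA1 (TBIU023088) had -1.07 (standard error 0.43, FDR 0.19) at 0 days, -2.32 (standard error 0.43, FDR 0.00563) at 15 days, and -2.30 (standard error 0.43, FDR 0.00492) at 35 days. For RsAGL19, TBIU033101 had 2.08 (standard error 0.42, FDR 0.00871) at 0 days, 1.89 (standard error 0.42, FDR 0.0142) at 15 days, and 2.28 (standard error 0.42, FDR 0.00412) at 35 days. TBIU033103 had 2.02, 1.91, and 2.29, with an FDR of 0.0116 at 15 days, and TBIU040817 had 1.63 (standard error 0.53, FDR 0.0895), 1.13, and 1.21. RsNFYA4 had 2.28 (standard error 0.59, FDR 0.0334), 1.25, and 1.54 for TBIU046301 and 1.85 (standard error 0.51, FDR 0.0467), 1.23, and 1.37 for TBIU046298, none of them at an FDR of at most 0.01. RsSOC1 had 3.19 (standard error 0.26, FDR 1.92e-05), 2.52 (standard error 0.26, FDR 9.81e-05), and 1.68 (standard error 0.26, FDR 0.00134) at 0, 15, and 35 days for TBIU065173. TBIU057467 had 3.26, 2.38, and 1.45. With libraries paired by replicate number, TBIU060196 at 15 and 35 days, TBIU033101 and TBIU033103 at 15 days, TBIU040817 at 0 and 35 days, and TBIU046301 and TBIU046298 at 0 days also reached an FDR of at most 0.01. Under the assignment of Table 4 the sign of each is reversed. Summed over the transcripts of each gene, the difference at 35 days was 2.00 for RsAGL19 and 1.61 for RsSOC1.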

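RsELF3 (TBIU017689) had a log2 fold change by label of 3.17 (standard error 0.46, FDR 0.00124) at 0 days, 3.28 (standard error 0.46, FDR 0.000977) at 15 days, and 2.95 (standard error 0.46, FDR 0.00165) at 35 days. Another RsELF3 transcript (TBIU060276) had 0.30, -0.04, and 1.11 at the same times, none of them at an FDR of at most 0.01. Summed over the 5 RsELF3 transcripts of Table 2, the difference was 1.49, 1.34, and 1.93 on the log2 scale, and over all 7 unigenes that the files or Table 2 assign to the gene 1.07, 0.72, and 1.60. RsELF4 (TBIU049907) had 1.18 (standard error 0.74, FDR 0.423) at 15 days, with a standard error pooled over all groups, of which NH-JS2 at 0 days had an SD of 2.12 (n = 2). TBIU017689 and the sum were higher in the libraries labelled NH-JS1, and lower under the assignment of Table 4.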

**Figure 3:**
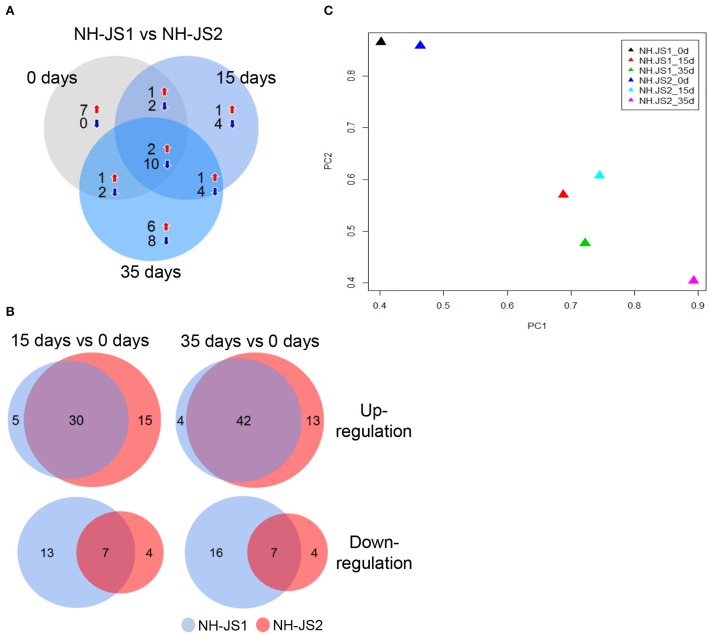
**Comparison of flowering-time genes differentially expressed between two inbred lines under vernalization conditions. (A)** Differentially expressed genes (DEGs) compared between the two inbred lines at each vernalization time (0, 15, and 35 days). **(B)** Comparisons of flowering-time DEGs between 15 and 0 days, and between 35 and 0 days, in the two inbred lines. Red and blue arrows indicate up-regulation and down-regulation, respectively. Numbers indicate genes differentially expressed in NH-JS1 relative to NH-JS2. **(C)** Principle component analysis of flowering-time DEGs between two inbred lines in the normal and vernalization conditions. Each color of triangle corresponds to a different time point in the two inbred lines. The largest variation between NH-JS1 and NH-JS2 was observed at 35 days of vernalization.

**Table 3:** **Radish genes related to flowering time and their expression profile during vernalization**.

**ID**	**TAIR ID**	**Gene**	**Flowering enhancer/repressor**	**Regulation**	**Time point**	**Pathway**	**Identity (%)**	***E*-value**
TBIU060196	AT5G65050	*MAF2/AGL31*	Repressor	Up	0/15/35	V	78.66	2.00E-89
TBIU023088	AT2G46340	*SPA1*	Repressor	Up	0/15/35	C/L/P	87.32	0
TBIU002252	AT1G01060	*LHY*	Enhancer	Up	0	C/L/P	81.64	0
TBIU002251	AT1G01060	*LHY*	Enhancer	Up	0	C/L/P	81.64	0
TBIU038028	AT5G65050	*MAF2/AGL31*	Repressor	Up	0	V	78.66	2.00E-89
TBIU037959	AT1G30040	*GA2ox2*	Repressor	Up	0	G/M	88.04	0
TBIU022387	AT1G09530	*PIF3*	Repressor	Up	0	C/L/P	81.68	0
TBIU022386	AT1G09530	*PIF3*	Repressor	Up	0	C/L/P	81.68	0
TBIU039152	AT5G61380	*PRR1*	Repressor	Up	0	C/L/P	88.53	0
TBIU035344	AT3G54990	*SMZ*	Repressor	Up	15	C/L/P	87.2	0
TBIU005421	AT3G57390	*AGL18*	Repressor	Up	35	C/L/P	85.99	0
TBIU048719	AT3G47500	*CDF3*	Repressor	Up	35	C/L/P	80.98	0
TBIU055229	AT5G10140	*FLC*	Repressor	Up	35	V	87.77	0
TBIU041410	AT5G65050	*MAF2/AGL31*	Repressor	Up	35	V	78.66	2.00E-89
TBIU041409	AT5G65050	*MAF2/AGL31*	Repressor	Up	35	V	78.66	2.00E-89
TBIU041406	AT5G65050	*MAF2/AGL31*	Repressor	Up	35	V	78.66	2.00E-89
TBIU059941	AT5G65060	*MAF3*	Repressor	Up	0/15	V	66.5	3.00E-79
TBIU006406	AT3G57390	*AGL18*	Repressor	Up	0/35	C/L/P	85.99	0
TBIU028421	AT5G24860	*FPF1*	Enhancer	Up	15/35	G/M	84.55	2.00E-62
TBIU065173	AT2G45660	*SOC1*	Enhancer	Down	0/15/35	I	94.27	0
TBIU057467	AT2G45660	*SOC1*	Enhancer	Down	0/15/35	I	94.27	0
TBIU017689	AT2G25930	*ELF3*	Repressor	Down	0/15/35	C/L/P	81.55	3.00E-152
TBIU017688	AT2G25930	*ELF3*	Repressor	Down	0/15/35	C/L/P	81.55	3.00E-152
TBIU017687	AT2G25930	*ELF3*	Repressor	Down	0/15/35	C/L/P	81.55	3.00E-152
TBIU033103	AT4G22950	*AGL19*	Enhancer	Down	0/15/35	V	88.89	0
TBIU033101	AT4G22950	*AGL19*	Enhancer	Down	0/15/35	V	88.89	0
TBIU040817	AT4G22950	*AGL19*	Enhancer	Down	0/15/35	V	88.89	0
TBIU046301	AT2G34720	*NFYA4*	Enhancer	Down	0/15/35	C/L/P	87.24	6.00E-140
TBIU046298	AT2G34720	*NFYA4*	Enhancer	Down	0/15/35	C/L/P	87.24	6.00E-140
TBIU049907	AT2G40080	*ELF4*	Repressor	Down	15	C/L/P	91.49	3.00E-55
TBIU030174	AT4G35900	*FD*	Enhancer	Down	15	C/L/P	83.97	0
TBIU062055	AT2G22540	*SVP*	Repressor	Down	15	V	89.04	0
TBIU011903	AT1G25560	*TEM1*	Repressor	Down	15	C/L/P	81.84	0
TBIU047519	AT5G15840	*CO*	Enhancer	Down	35	C/L/P	82.36	0
TBIU060276	AT2G25930	*ELF3*	Repressor	Down	35	C/L/P	81.55	3.00E-152
TBIU060274	AT2G25930	*ELF3*	Repressor	Down	35	C/L/P	81.55	3.00E-152
TBIU035197	AT5G57380	*VIN3*	Enhancer	Down	35	V	81.59	0
TBIU063145	AT4G35900	*FD*	Enhancer	Down	35	D/M	83.97	0
TBIU063144	AT4G35900	*FD*	Enhancer	Down	35	D/M	83.97	0
TBIU046318	AT1G14920	*GAI*	Enhancer	Down	35	G/M	82.12	0
TBIU061019	AT1G09530	*PIF3*	Repressor	Down	35	C/L/P	81.68	0
TBIU053386	AT1G69120	*AP1*	Enhancer	Down	0/15	D/M	85.98	2.00E-60
TBIU046182	AT5G60910	*FUL*	Enhancer	Down	0/15	D/M	85.98	2.00E-60
TBIU010825	AT1G53160	*SPL4*	Enhancer	Down	0/35	D/M	84.27	1.00E-131
TBIU053283	AT1G53160	*SPL4*	Enhancer	Down	0/35	D/M	84.27	1.00E-131
TBIU064680	AT2G40080	*ELF4*	Repressor	Down	15/35	C/L/P	94.62	1.00E-56
TBIU050812	AT2G40080	*ELF4*	Repressor	Down	15/35	C/L/P	92.63	5.00E-57
TBIU026467	AT1G68840	*TEM2*	Repressor	Down	15/35	C/L/P	85.03	3.00E-155
TBIU006035	AT3G46640	*LUX/PCL1*	Enhancer	Down	15/35	C/L/P	80.54	2.00E-91

*- C/L/P: Circadian Clock, Light Signaling, and Photoperiod Pathways*.

*- D/M: Development and Meristem Response*.

*- G/M: Gibberellin Signaling and Metabolism*.

*- I: Floral Integrator*.

*- V: Vernalization Pathway*.

To identify Ft genes that were differentially regulated between each time point among the Ft DEGs, we investigated the expression profiles of the Ft DEGs based on RNA-Seq data. Fourteen Ft genes were identified based on sequential expression changes between the lines during vernalization (Table 4). *RsNFYA4, RsSOC1*, and *RsSPA1* exhibited > 2-fold expression differences between the two lines at all-time points. 

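By label, the log2 level of RsNFYA4 (TBIU046301) at 0, 15, and 35 days was 10.45 ± 0.07, 10.37 ± 0.34, and 11.10 ± 0.22 in NH-JS1 and 8.17 ± 1.55, 9.13 ± 0.33, and 9.56 ± 0.59 in NH-JS2 (mean ± SD, n = 2). RsSOC1 (TBIU065173) had 10.19 ± 0.17, 12.39 ± 0.15, and 12.14 ± 0.35 in NH-JS1 and 7.00 ± 0.43, 9.87 ± 0.17, and 10.46 ± 0.00 in NH-JS2. RsSPA1 (TBIU023088) had 10.47 ± 0.62, 9.76 ± 0.07, and 9.78 ± 0.05 in NH-JS1 and 11.54 ± 1.06, 12.08 ± 0.09, and 12.08 ± 0.13 in NH-JS2. RsSOC1 differed between the labels by more than its replicate spread at each time, while the replicates of RsNFYA4 labelled NH-JS2 at 0 days were far apart, at values of 613 and 134. Table 4 gives these levels to the other line.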

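For RsFUL (TBIU046182), the log2 fold change of NH-JS1 over NH-JS2 by label was 2.50 (standard error 0.67, FDR 0.0405) at 0 days, and for RsMAF3 (TBIU059941) -2.10 (standard error 0.24, FDR 0.000254). For RsPIF3 (TBIU022387) it was -1.09 (standard error 0.50, FDR 0.264) and for RsSPL4 (TBIU010825) 1.06 (standard error 0.73, FDR 0.548) at 0 days. At 15 days, RsLUX/PCL1 (TBIU006035) had 1.804 (standard error 1.32, FDR 0.513) and RsSVP (TBIU062055) 1.24 (standard error 0.38, FDR 0.0641). At 35 days, RsCDF3 (TBIU024827) had -1.09 (standard error 0.44, FDR 0.128), RsMAF2 (TBIU041410) -1.62 (standard error 0.30, FDR 0.00417), and RsVIN3 (TBIU035197) 1.03 (standard error 0.78, FDR 0.447). Only RsMAF3 and RsMAF2 among these passed an FDR of 0.01. The replicates of RsLUX/PCL1 at 0 days were 31 and 319 in NH-JS1 and 24 and 455 in NH-JS2, a difference between the replicate sets larger than that between the lines. These signs are opposite to those of the levels in Table 4.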

*RsFUL, RsMAF3, RsPIF3*, and *RsSPL4* exhibited expression differences between the lines at 0 days: *RsELF4, RsLUX/PCL1*, and *RsSVP* were differentially expressed at 15 days; and *RsCDF3, RsELF3, RsMAF2/AGL31*, and *RsVIN3* genes were differentially expressed at 35 days. The resultant changes in Ft gene transcription are likely to be involved in differences in bolting in response to vernalization.

**Table 4:** **Differential expression of flowering time–related genes during cold exposure (0, 15, and 35 days)**.

**Gene**	**TAIR ID**	**Homolog**	**Protein identity (%)**	**Expression profile**		**NH-JS1**			**NH-JS2**			**Comparison periods**
				**NH-JS1**	**NH-JS2**	**0 days**	**15 days**	**35 days**	**0 days**	**15 days**	**35 days**	
*NFYA4*	AT2G34720	TBIU046301	83	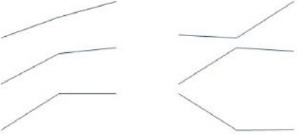		8.55	9.14	9.62	10.45	10.39	11.11	All
*SOC1*	AT2G45660	TBIU065173	95			7.03	9.87	10.46	10.19	12.40	12.16	**
*SPA1*	AT2G46340	TBIU023088	82			11.72	12.08	12.08	10.53	9.76	9.78	
*FUL*	AT5G60910	TBIU046182	93	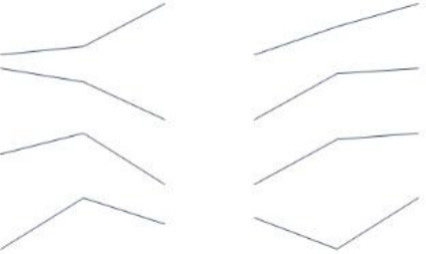		3.91	4.55	7.98	6.39	7.11	7.73	0 days
*MAF3*	AT5G65060	TBIU059941	67			7.60	7.44	7.01	5.66	7.94	8.22	**
*PIF3*	AT1G09530	TBIU022387	76			8.36	8.73	7.85	7.26	8.33	8.48	
*SPL4*	AT1G53160	TBIU010825	71			5.32	5.89	5.60	6.69	6.32	6.93	
*ELF4*	AT2G40080	TBIU049907	91	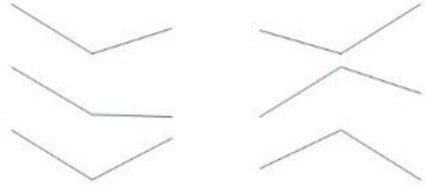		8.76	7.74	8.26	9.02	8.91	9.14	15 days
*LUX/PCL1*	AT3G46640	TBIU006035	77			7.91	6.62	6.56	7.46	8.18	7.80	
*SVP*	AT2G22540	TBIU062055	90			9.86	9.45	9.79	10.45	10.69	10.39	
*CDF3*	AT3G47500	TBIU024827	77	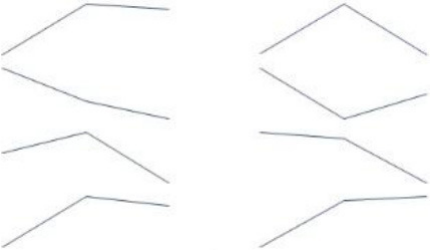		10.89	11.76	11.66	10.56	11.61	10.54	35 days
*ELF3*	AT2G25930	TBIU060276	59			9.55	8.68	8.21	9.86	8.76	9.29	
*MAF2/AGL31*	AT5G65050	TBIU041410	63			9.68	9.87	9.41	9.71	9.45	7.79	
*VIN3*	AT5G57380	TBIU035197	77			4.93	8.22	7.60	5.32	8.30	8.63	

### Validation of DEGs and expression profiling of Ft DEGs by qPCR

To evaluate the DEGs identified by RNA-Seq analysis, we performed qPCR. For this purpose, we selected 12 genes that exhibited the highest difference in expression levels between NH-JS1 and NH-JS2. Six of these transcripts (TBIU039665, TBIU054834, TBIU048562, TBIU062462, TBIU047119, and TBIU057835) were up-regulated, and the other six (TBIU057397, TBIU017689, TBIU016676, TBIU056908, TBIU065173, and TBIU057467) were down-regulated, in NH-JS1 vs. NH-JS2. 

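By label, the log2 fold change of NH-JS1 over NH-JS2 at 35 days was -3.13 (standard error 0.37, FDR 0.000262) for TBIU039665 (ABCC3), -2.02 for TBIU054834 (CRK2), -3.45 for TBIU048562, -2.56 for TBIU062462 (MAP2A), -1.20 for TBIU047119 (B120), and -2.90 for TBIU057835 (DMC1). At 0 days it was 8.05 (standard error 0.43, FDR 1.57e-06) for TBIU057397, 0.74 for TBIU016676, and 3.66 for TBIU056908 (CYP709B1). TBIU057397 was at 1 in both 0 day libraries labelled NH-JS2, so its fold change is set by that floor. TBIU039665, TBIU054834, TBIU048562, and TBIU062462 passed an FDR of 0.01 at 35 days, and TBIU057397 did at 0 days. The FDRs of TBIU047119 and TBIU057835 at 35 days were 0.175 and 0.0162, and those of TBIU016676 and TBIU056908 at 0 days were 0.847 and 0.014. Directions are opposite under the assignment of Table 4.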

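From 0 to 35 days in the libraries labelled NH-JS2, TBIU039665 rose by 3.89 (standard error 0.37, FDR 0.000213), TBIU062462 by 4.18 (standard error 0.45, FDR 0.000325), TBIU047119 by 3.40 (standard error 0.54, FDR 0.00195), and TBIU057835 by 6.89 (standard error 0.69, FDR 0.000253) on the log2 scale. TBIU048562 changed by 0.68 (standard error 0.34, FDR 0.173) in NH-JS2 and 1.84 (standard error 0.34, FDR 0.00989) in NH-JS1. TBIU016676 fell in both, with -4.63 (standard error 1.04, FDR 0.019) in NH-JS1 and -8.56 (standard error 1.04, FDR 0.000564) in NH-JS2. With libraries paired by replicate number, the fall of TBIU016676 in NH-JS1 also had an FDR of at most 0.01. TBIU054834 and TBIU056908 were not DEGs in NH-JS2 over this time, and became DEGs with libraries paired by replicate number. TBIU017689 (RsELF3) changed by -0.92 (standard error 0.46, FDR 0.214) in NH-JS1 and by -0.70 (standard error 0.46, FDR 0.296) in NH-JS2.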

With the exceptions of TBIU048562 and TBIU016676, all of these genes were strongly influenced by vernalization treatments. The qPCR analysis yielded expression patterns consistent with the RNA-Seq data. In particular, the transcript levels of *RsELF3* (TBIU017689) and *RsSOC1* (TBIU065173, TBIU057467), which are intimately involved in flowering, were, respectively, 43- and 8-fold more highly expressed in NH-JS2 than in NH-JS1 (Figure 4).

**Figure 4:**
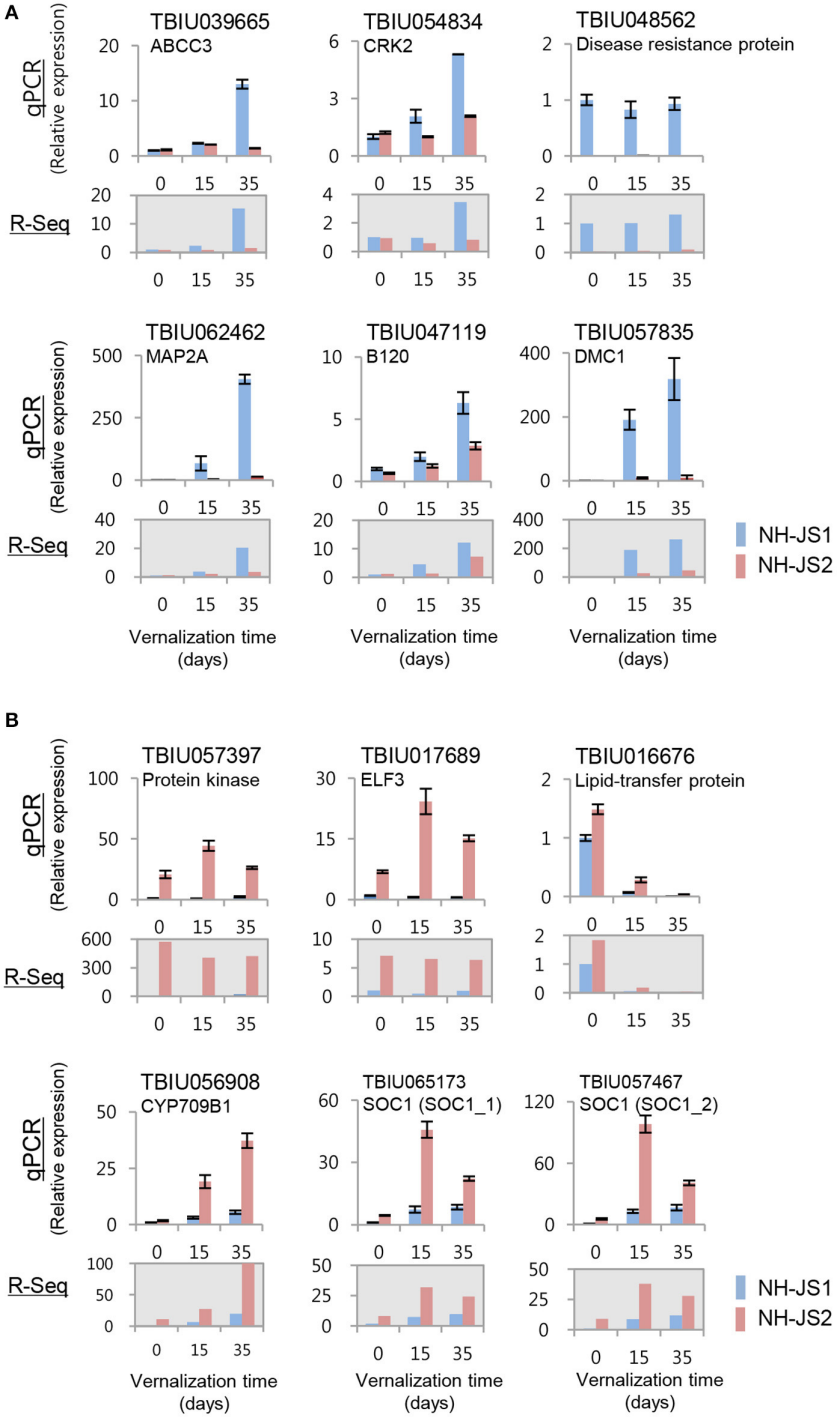
**Validation of RNA-Seq data by qPCR**. cDNA synthesized from total RNA extracted from shoots of NH-JS1 and NH-JS2 inbred lines, following vernalization for 0, 15, or 35 days. **(A)** Up-regulated and **(B)** down-regulated genes in NH-JS1 vs. NH-JS2 were selected from RNA-Seq data for validation. qPCR values were normalized against the corresponding level of *RsACT1* (actin). For each gene in both the qPCR and RNA-Seq analysis, the expression level from NH-JS1 on day 0 was defined as “1.”

In addition, we performed qPCR analysis to investigate the expression levels of major Ft-regulating genes, which play essential roles in various flowering pathways. A major determinant of Ft, *RsFLC1* (FLOWER LOCUS C; suppressor of flowering), was reduced during vernalization in both lines. Before vernalization treatment, *RsFLC1* was 2-fold more highly expressed in NH-JS1; however, the difference in expression level was gradually reduced after 15 and 35 days of vernalization. As in the Ft DEG analysis, most DEGs involved in the vernalization pathway matched with the different bolting phenotype between the lines. Therefore, we also performed qPCR to investigate the expression levels of major Ft genes involved in the vernalization pathway. Interestingly, *RsVRN1* and *RsVRN2*, which are positive regulators of flowering, exhibited different expression levels and opposing expression patterns between the NH-JS1 and NH-JS2 lines. In NH-JS2, the expression levels of these genes increased after vernalization, whereas in NH-JS1 they remained constant or decreased. VRN1, an essential regulator of the floral transition, is gradually up-regulated by vernalization and negatively regulates VRN2 expression (Yan et al., 2003). In particular, *RsVRN1* was 3 to 7-fold more highly expressed in NH-JS2 than NH-JS1 during vernalization, but its expression was not induced in NH-JS1 in response to cold exposure or in the absence of vernalization (Figure 5). Expression levels of *RsVIN3*, a flowering enhancer, as well as the GA pathway-regulated genes *RsGID1A, RsAGL19*, and *RsNFYA4*, were highly induced by vernalization treatment in both lines. Moreover, differences in the expression levels between the two lines were increased up to 3-fold during vernalization treatment in NH-JS2. In addition, we checked the expression levels of photoperiod pathway genes (*RsELF3, RsCCA1, RsGI, RsLHY*, and *RsFPA*). These genes were expressed in patterns similar to those previously described, and most were more highly expressed in NH-JS2 than NH-JS1. Expression of *RsFPA* and *RsLHY* was induced similarly by vernalization treatment in both lines (Figure 5). To address the role of the major FT-regulating genes, *RsFLC* and *RsSOC1*, in the GA-regulated flowering pathway, the gene expression levels were analyzed following exogenous GA treatment in two inbred lines under or not under vernalization conditions. The expression levels of the genes differed very little between the two lines in the early GA response, whereas they significantly differed between the two lines when the bolting phenotype was exhibited. NH-JS2 reacted more sensitively to GA treatment than late-bolting NH-JS1 at 20 days after GA application (data not shown). High-throughput RNA-Seq analysis is now underway to investigate the difference in response to GA treatment between the two lines.

**Figure 5:**
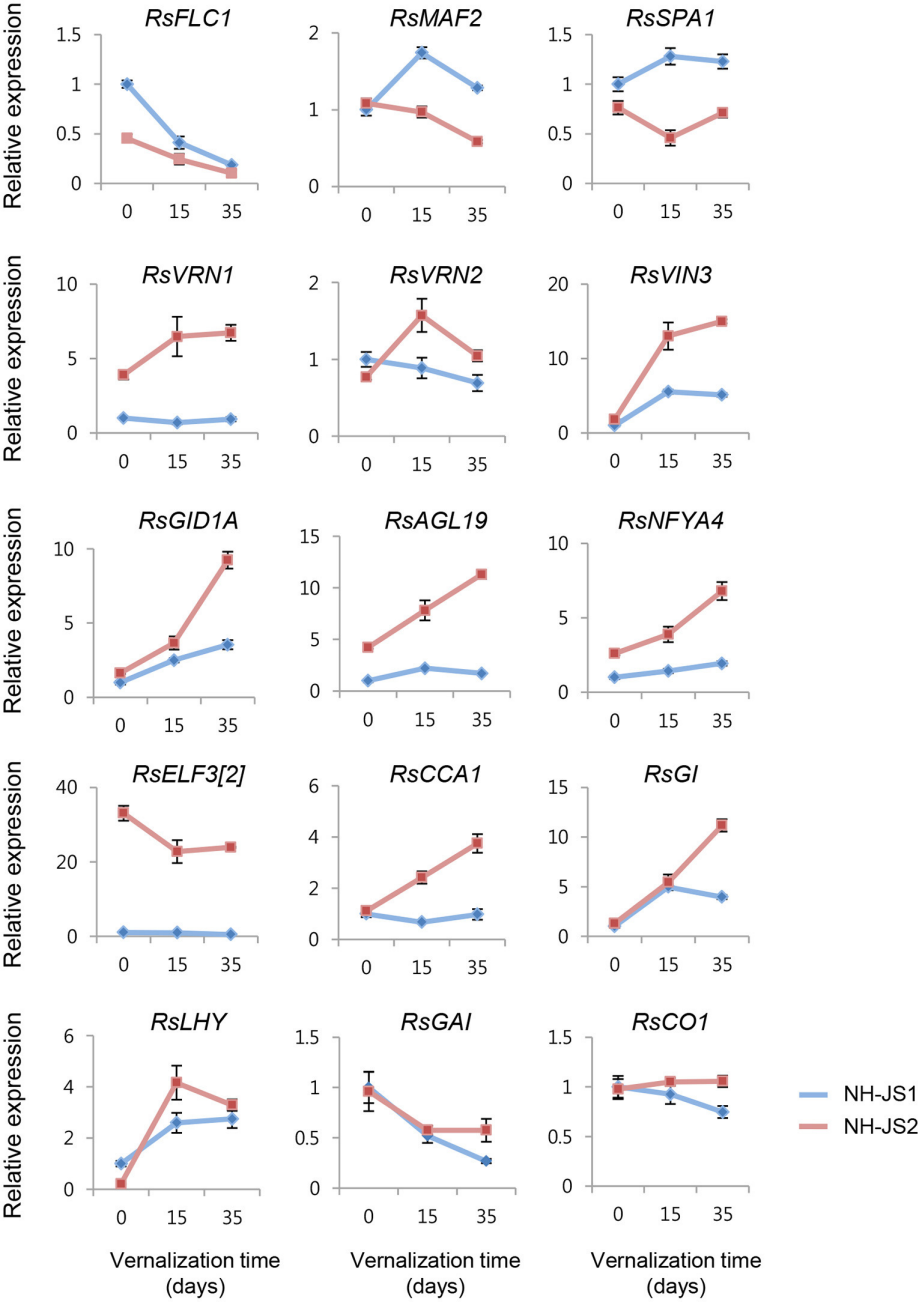
**Differential expression between the two inbred lines of major flowering-time genes during vernalization**. cDNA synthesized from total RNA extracted from the shoots of NH-JS1 and NH-JS2 inbred lines after vernalization times of 0, 15, or 35 days. qPCR expression level was normalized against the corresponding level of *RsACT1*. For each, the expression level from NH-JS1 on day 0 was defined as “1.”

### The transcriptional regulatory network underlying differences in bolting time between the two lines

To elucidate the overall flowering pathway governing differences in bolting time, we propose a model regulatory network based on differences in Ft gene expression (as determined by qPCR) between the two inbred lines. We divided the Ft DEGs into three major flowering pathways: vernalization, photoperiod/circadian, and gibberellin. *RsFLC* was negatively regulated under vernalization and was expressed at higher levels in the late-bolting NH-JS1, whereas another repressor, *RsMAF2*, was positively regulated in response to vernalization and was also highly expressed in the NH-JS1 line. On the other hand, the enhancers of the vernalization pathway, *RsVRN1, RsVIN3*, and *RsAGL19*, were positively regulated upon vernalization and expressed more highly in the early-bolting NH-JS2 line. *RsVRN2*, a floral repressor, did not exhibit significant changes in expression. Most DEGs involved in the photoperiod pathway (*RsCCA1, RsLHY, RsELF3*, and *RsGI*) were remarkably highly expressed in early-bolting NH-JS2; however, *RsCO* was not highly expressed. *RsNFYA4*, an enhancer of the photoperiod pathway, also exhibited elevated expression in the early-bolting line. The DELLA domain protein *RsGAI*, a negative regulator of flowering, exhibited reduced expression in NH-JS1, and a repressor of DELLA proteins, *RsGID1A*, was also down-regulated in this line (Figure 6).

**Figure 6:**
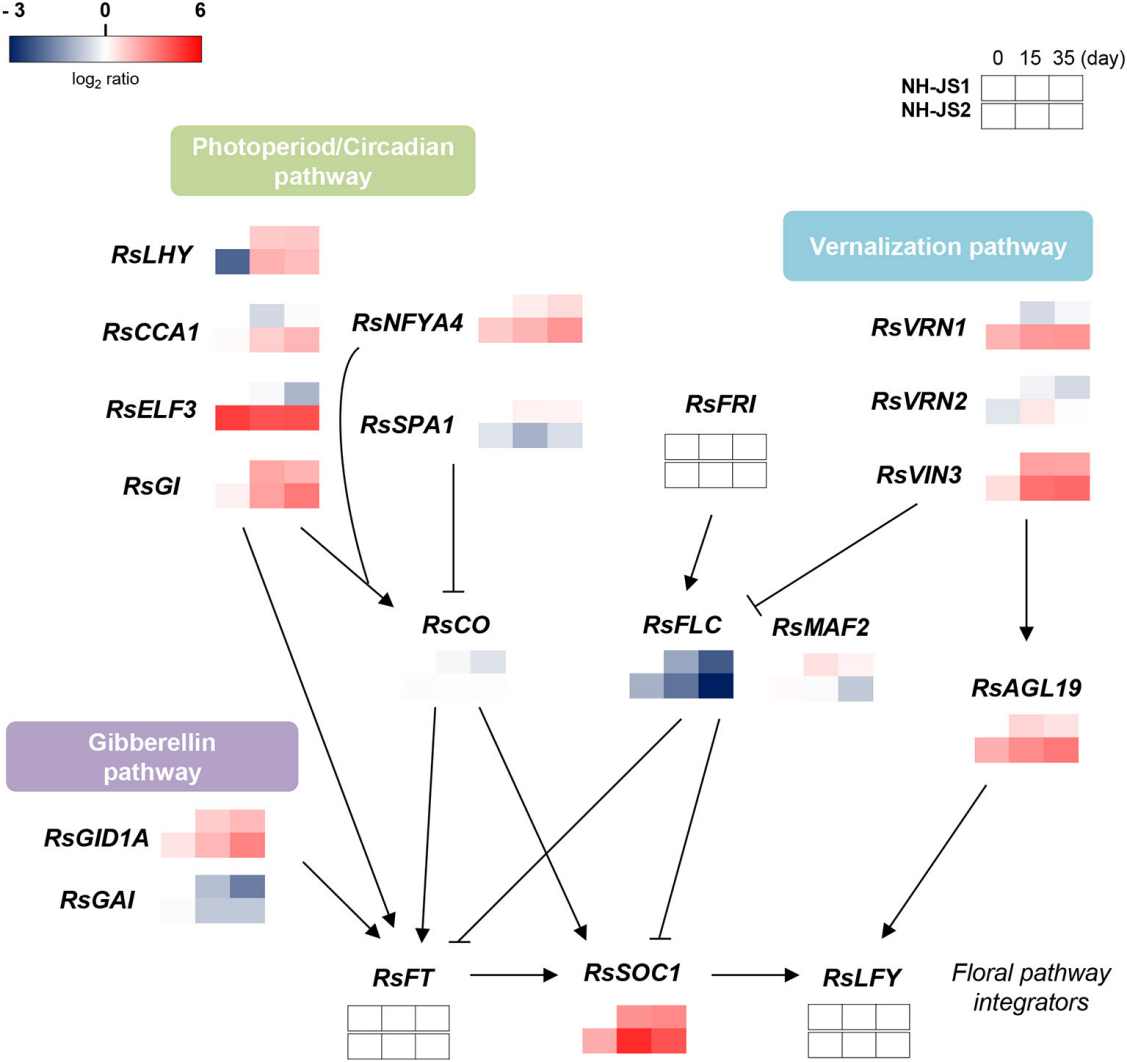
**Gene regulatory network controlling flowering time in radish**. The schema represents the regulatory network of Ft-related genes in late-bolting NH-JS1, in comparison with NH-JS2, under the differential vernalization conditions. The model is based on data obtained by qPCR. Gene expression levels were normalized to the expression levels in non-vernalized NH-JS1 plants. Red indicates higher expression and blue indicates lower expression relative to NH-JS1 on day 0. Arrows indicate transcriptional activation, whereas bars indicate transcriptional repression.

## Discussion

In this study, we investigated the flowering traits of two radish inbred lines under vernalization conditions. Line NH-JS1 was late-bolting following vernalization treatment, whereas NH-JS2 was early-bolting. Our results confirmed that vernalization was necessary for radish bolting and that the vernalization periods required to induce flowering differed between the two inbred lines (Figure 1). RNA-Seq was conducted to identify important genes involved in late bolting and elucidate the molecular network that regulates the flowering pathway in this crop plant. Using radish shoot tissue from young plants, we analyzed individual transcriptomes during vernalization by high-throughput RNA sequencing. Comparative analysis among the radish transcriptomes revealed significant characteristics that were biologically reproducible (Figure S2). From 40 to 71 million reads were generated per samples (100 bp, paired-end), representing 11 × coverage of the radish genome. Previous studies reported approximately 70,000 unigenes in radish (Wang et al., 2013a,b; Wu et al., 2015). Consistent with this, our transcriptome analysis identified 71,188 genes despite using only shoot tissue for the RNA-Seq analysis.

### Differential expression of Ft-related genes governs bolting in response to vernalization

Genome-wide DEG analysis revealed that vernalization treatments of 15 and 35 days had significantly different effects on the transcription of a subset of genes between the two inbred lines (Figure 2), and KEGG pathway analysis revealed similar trends (Table 1). The pathway analysis showed that gene expression related to nitrogen and pyruvate metabolism is significantly up-regulated during vernalization in radish. Further investigation of DEGs in the two inbred lines may provide clues about phenotypic variations related to vernalization.

By comparison with known Ft-related genes in *Arabidopsis*, we identified 218 radish Ft genes in our transcriptome analysis (Nilsson et al., 1998; Table 2), of which 49 were differentially expressed between NH-JS1 and NH-JS2. Thus, about 80% of Ft genes were expressed at similar levels in both lines, suggesting that the 49 Ft-related DEGs provide several hints regarding the molecular basis of late-bolting time in NH-JS1. 

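RsFLC (TBIU004737) had values of 1827 and 1462 in the NH-JS1 libraries at 0 days and 1830 and 1574 in the NH-JS2 libraries by label. Its log2 fold change of NH-JS1 over NH-JS2 was -0.05 (standard error 0.30, FDR 0.981) at 0 days, 0.54 (standard error 0.30, FDR 0.356) at 15 days, and 0.61 (standard error 0.30, FDR 0.221) at 35 days, none of them at an FDR of at most 0.01. The other RsFLC transcript of Table 2 (TBIU055229) had -0.06, 0.07, and -1.18, with an FDR of 0.0505 at 35 days. The files assign 6 further unigenes to FLC, among them 3 that Table 2 lists as RsMAF2. At 35 days all 6 were lower in NH-JS1 by label, by at least 1.52 on the log2 scale. Each had an FDR of at most 0.0095. Their values ran together over the libraries, as with 891 and 620 for TBIU041406 and 951 and 633 for TBIU041407 in NH-JS1 at 0 days. They may share reads and do not count as 6 separate results.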

First, expression of repressors of flowering such as *RsFLC*1 was elevated in NH-JS1, and 16 of 19 up-regulated Ft genes in NH-JS1 were flowering repressors. In addition, 18 of 30 down-regulated Ft genes in NH-JS1 were flowering enhancers. This expression pattern was well correlated with the NH-JS1 phenotype. However, there were some exceptions. For example, the expression levels of *RsELF3* and *RsELF4*, both of which repress flowering, were reduced in NH-JS1. These two genes are components of the circadian clock (Covington et al., 2001; Doyle et al., 2002), suggesting that circadian rhythms may be partly responsible for the differences in Ft between the two lines. Alternatively, these specific circadian clock components may function differently than they do in *Arabidopsis*. This idea is supported by the observation that *RsELF3* was expressed 20-fold more highly in NH-JS2 than in NH-JS1. In *Arabidopsis*, ELF3 negatively regulates the expression of CO, FT, and GI (Kim et al., 2005). If *RsELF3* has similar functions in Ft control, then the expression level of *CO, FT*, and *GI* should be lower in NH-JS2 than in NH-JS1. However, *RsCO* and *RsGI* were more highly expressed in NH-JS2 than in NH-JS1, suggesting that RsELF3 may function differently than its *Arabidopsis* counterpart. Second, pathway analysis revealed that several pathways, including photoperiod and vernalization, were altered in NH-JS1. The expression pattern of genes in the vernalization pathway was well correlated with the NH-JS1 phenotype, suggesting that the radish vernalization pathway is similar to that of *Arabidopsis*. Interestingly, no autonomous pathway genes were found in the DEG list, even though 23 genes in this pathway were identified in radish (Table 3).

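Of the 23 transcripts of the autonomous pathway, all passed the filter, and none was a DEG between the lines at any time or between time points in either line. At an unadjusted p under 0.05 there were 0 of the 23 in the comparisons between the lines and 6 in those between cold and 0 days. For the vernalization pathway, 6 of 55 tested transcripts were DEGs between the lines at 1 or more times, and 15 had an unadjusted p under 0.05.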

Regardless of vernalization treatment times, two repressor genes and 10 enhancer genes were up- and down-regulated in NH-JS1 vs. NH-JS2, respectively (Figure 3). In radish, these Ft genes are responsible for regulating bolting under vernalization. The expression profile of Ft genes exhibited that most of common Ft DEGs at any time of vernalization (above 12 genes) are overlapped (12 of 14 genes), indicating they expressed quantitatively and temperature-timely to develop different bolting time in the lines. Furthermore, pathway analyses of Ft DEGs suggested that the expression patterns of genes involved in the vernalization pathway perfectly matched the bolting characteristics of the two lines: seven repressors of the vernalization pathway were highly expressed, and five enhancers involved in the vernalization pathway were less expressed, in the late-bolting NH-JS1 line (Table 4). The 12 common Ft DEGs were biologically confirmed by qPCR analysis (Figures 4, 5).

### Possible divergence of flowering-time regulators between *Arabidopsis* and radish

FRI of *Arabidopsis* is a well-known repressor of Ft that positively regulates FLC expression (Choi et al., 2011). 

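In the deposited values, 10 unigenes are assigned by the authors to FRI (AT4G00650). TBIU054404 had the highest mean value, at 1063, and ranged from 575 to 1564 over the 12 libraries. The means of the others were between 19.2 and 133.9. Their sequences were not used here, so no homology was checked.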

In our data set, we did not detect a radish FRI homolog. This may be because it is not abundantly expressed, or alternatively because there is simply no FRI homolog in radish. To resolve this issue, we performed BLAST analysis of the whole radish genome (Mun et al., 2015) using *Arabidopsis* FRI as a query sequence. However, we could not identify a candidate FRI ortholog with high homology and similar size to the *Arabidopsis* gene. One gene had 77% nucleotide sequence identity, but the region of homology spanned only half of the *Arabidopsis* FRI gene (data not shown). At present, we cannot exclude the possibility that this gene acts like *Arabidopsis* FRI, but it is also possible that yet another gene serves this function in radish. Recently, Nie et al. reported genes associated with bolting in radish based on *de novo* transcriptome analysis (Nie et al., 2015). They found one FRI gene in radish, but it is not clear whether its sequence is also present in the current version of the radish genome. Further research is required to resolve this discrepancy. A similar situation also arose regarding LFY, which is an integrator of Ft signaling (Weigel et al., 1992). 

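In the annotation that the authors deposited with the values, 0 unigenes are assigned to LFY, whereas 10 are assigned to FRI, 8 to FLC, and 1 to FT.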

LFY expression was not detected in our transcriptome data. As with FRI, this could have been either due to low expression or to the absence of such a gene in the genome. When we tried to find the gene using BLAST, we identified two homologous genes, but their cDNAs (5283 and 2490 bp) were much larger than that of *Arabidopsis* LFY (1263 bp). Most of the LFY sequence was present in the homologous region of the radish genes. Therefore, there may be some errors in gene prediction. Recently, Nie et al. reported three radish LFY genes (Nie et al., 2015). cDNA cloning and detailed analysis may help resolve the apparent discrepancy between our studies.

### A gene regulatory network for control of bolting time in radish

Three major flowering pathways, which differ in their response to vernalization treatment, have been defined, namely, vernalization, photoperiod, and gibberellin, based on Ft DEGs (Figure 6). Vernalization promotes flowering in response to a prolonged period of growth at low temperature, and we detected five Ft DEGs related to the vernalization pathway. *FLOWERING LOCUS C* (*FLC*, TBIU004737) is central to the vernalization process (Sung and Amasino, 2005). Two floral repressors, *RsFLC* and *RsMAF2*, an *RsFLC* homolog, were less expressed in the early-bolting NH-JS2, whereas three enhancers of the vernalization pathway were highly expressed in the early-bolting line. We propose that the vernalization pathway is closely associated with the difference in bolting time between the two inbred lines. Ft DEGs in the photoperiod pathway, *CCA1, LHY, ELF3*, and *GI*, play a role in facilitating the expression of *CONSTANS* as floral enhancers (Sawa et al., 2007; Imaizumi, 2010). Although *RsCO* was weakly expressed in the two lines, most genes related to the photoperiod pathway were highly expressed in the late-bolting line. Similar to the vernalization pathway, the photoperiod pathway showed coincidence with the bolting phenotype between the two lines. In *Arabidopsis*, the gibberellin pathway promotes flowering by up-regulating the *SOC1* genes (Bernier and Périlleux, 2005). GA hormone signaling occurs through proteolytic and non-proteolytic mechanisms when the GA receptor GID1 binds to GA (Murase et al., 2008). In proteolytic GA signaling, GID1 binds to negative regulators of GA responses called DELLA proteins, and the GID1-GA-DELLA complex is formed for destruction via the ubiquitin-proteasome pathway. Both radish DELLA protein and GA receptor genes, *RsGAI* and *RsGID1A*, were less expressed in the late-bolting line. However, further DEG analysis related to the GA pathway is needed to understand the relevancy to bolting time. 

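The mean value of a transcript over the 12 libraries had a median of 1237 for the 23 autonomous transcripts, from 226 to 17507. The median over the other 193 transcripts was 574, and over all 78483 unigenes it was 108. The autonomous transcripts differed from the others in a permutation test (100000 resamples, p = 0.00828). That test treated transcripts as independent, although several belong to the same gene, such as RsFLK, RsATGRP7, and RsFVE, and none was made per gene. The paper states no normalization for transcript length, which may also play a part in differences between transcripts. The medians of the other pathways were 856 for C/L/P, 585 for V, 229 for D/M, and 211 for G/M, and that of the 3 transcripts of pathway I was 1040.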

Autonomous pathway-related genes were expressed at very low levels in all samples, suggesting that this pathway may not influence the difference in Ft between NH-JS1 and NH-JS2. These Ft DEGs from the flowering pathways converge on a key floral integrator, *RsSOC1*, and ultimately regulate *LFY* to determine the timing of the floral transition (Lee and Lee, 2010). However, we did not detect *RsLFY* in our transcriptomic analysis. Another floral integrator, *RsFT*, was also expressed at a low level, possibly because the samples we analyzed were derived from early-stage shoots. 

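RsFT (TBIU006696) had a mean value of 9.2 over the 12 libraries and lay below the filter on low values. At 0 days its values were 1 and 81 in NH-JS1 and 1 and 5 in NH-JS2 by label, and in the cold-treated libraries they were between 1 and 5. The value of 81 came from the second replicate of NH-JS1 at 0 days.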

*RsSOC1* expression differed significantly between the two lines in a manner that depended on vernalization time, and its transcript levels may have an important impact on bolting in these two lines.

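Over vernalization, RsSOC1 (TBIU065173) rose from 0 to 15 days by 2.21 (standard error 0.26, FDR 0.00276) on the log2 scale in the libraries labelled NH-JS1 and by 2.87 (standard error 0.26, FDR 0.000903) in those labelled NH-JS2. From 0 to 35 days the rises were 1.95 and 3.46. The difference in response between the lines was -0.66 (standard error 0.36, FDR 0.875) at 15 days and -1.51 (standard error 0.36, FDR 0.117) at 35 days, and neither passed an FDR of 0.01. TBIU057467 had interactions of -0.87 and -1.80, with FDRs of 0.771 and 0.0881. These values come from the model without the replicate block. With the block, interactions over all unigenes at 35 days numbered 53 against 27, and those of single Ft transcripts are not given. Whether RsSOC1 passes with the block is therefore not stated here. From the repressors and enhancers among its Ft DEGs, the paper reasons that the expression pattern was correlated with the NH-JS1 phenotype. For RsSOC1 it proposes that transcript levels may have an important effect on bolting.

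**Figure D1:**
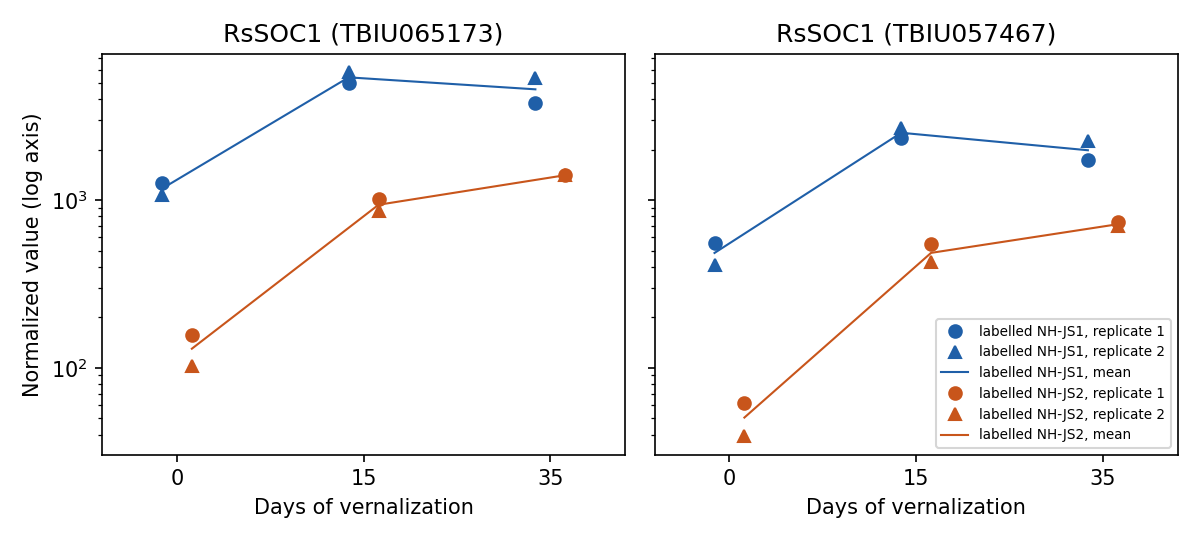
Normalized values of RsSOC1 unigenes TBIU065173 and TBIU057467 by days of vernalization, on a log axis, for each library (circles replicate 1, triangles replicate 2) with the mean of each group as a line, coloured by the line on the label. Every library labelled NH-JS1 lies above every library labelled NH-JS2 at the same time, such as 1269 and 1072 against 157 and 103 for TBIU065173 at 0 days.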

## Conclusions

This study demonstrates that differences in flowering traits between two inbred lines were consistent with the expression patterns of flowering-time genes involved in the vernalization pathway. In addition, our comparative transcriptome analysis elucidated the molecular basis of this divergence in bolting time. This is the first genome-wide comparative transcriptome analysis related to flowering traits in the radish.

## Author contributions

HC, YK conceived and designed the study and wrote the manuscript. WJ performed the data analysis and wrote the initial manuscript. HP, AL conducted bolting phenotyping and qPCR analysis and wrote the manuscript. SL contributed research materials.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Identification of Flowering-Related Genes Responsible for Differences in Bolting Time between Two Radish Inbred Lines
**Source:** Front Plant Sci. 2016 Dec 9;7:1844. doi: 10.3389/fpls.2016.01844
**Supplement:** Table S1 — Summary of RNA-Seq in two radish inbred lines.

**Table S1. Summary of RNA-Seq in two radish inbred lines.**

| Sample description |              | Num. of reads | Total length (bp) | Avg. length | Trimmed/Raw (%) |
|--------------------|--------------|---------------|-------------------|-------------|-----------------|
| 1st                | NH-JS1 0d.1  | 20,881,931    | 1,856,448,547     | 88.9        | 78.61%          |
|                    | NH-JS1 0d.2  | 20,881,931    | 1,545,520,571     | 74.01       | 65.45%          |
|                    | NH-JS1 15d.1 | 20,828,415    | 1,836,807,409     | 88.19       | 79.12%          |
|                    | NH-JS1 15d.2 | 20,828,415    | 1,573,167,318     | 75.53       | 67.76%          |
|                    | NH-JS1 35d.1 | 20,159,847    | 1,784,105,025     | 88.5        | 79.48%          |
|                    | NH-JS1 35d.2 | 20,159,847    | 1,530,153,836     | 75.9        | 68.17%          |
|                    | NH-JS2 0d.1  | 25,957,753    | 2,304,056,455     | 88.76       | 79.87%          |
|                    | NH-JS2 0d.2  | 25,957,753    | 1,982,309,832     | 76.37       | 68.71%          |
|                    | NH-JS2 15d.1 | 35,961,533    | 3,327,044,712     | 92.52       | 84.92%          |
|                    | NH-JS2 15d.2 | 35,961,533    | 3,112,942,839     | 86.56       | 79.45%          |
|                    | NH-JS2 35d.1 | 30,130,673    | 2,801,078,430     | 92.96       | 84.86%          |
|                    | NH-JS2 35d.2 | 30,130,673    | 2,590,408,651     | 85.97       | 78.47%          |
| 2nd                | NH-JS1 0d.1  | 21,577,164    | 2,050,796,889     | 95.04       | 82.24%          |
|                    | NH-JS1 0d.2  | 21,577,164    | 1,833,405,889     | 84.97       | 73.52%          |
|                    | NH-JS1 15d.1 | 23,225,001    | 2,214,303,036     | 95.34       | 83.01%          |
|                    | NH-JS1 15d.2 | 23,225,001    | 1,987,138,447     | 85.56       | 74.50%          |
|                    | NH-JS1 35d.1 | 21,343,009    | 2,007,645,968     | 94.07       | 85.75%          |
|                    | NH-JS1 35d.2 | 21,343,009    | 1,907,306,196     | 89.36       | 81.47%          |
|                    | NH-JS2 0d.1  | 25,780,686    | 2,416,946,972     | 93.75       | 85.71%          |
|                    | NH-JS2 0d.2  | 25,780,686    | 2,308,863,986     | 89.56       | 81.88%          |
|                    | NH-JS2 15d.1 | 23,525,676    | 2,216,964,361     | 94.24       | 84.89%          |
|                    | NH-JS2 15d.2 | 23,525,676    | 2,084,214,708     | 88.59       | 79.81%          |
|                    | NH-JS2 35d.1 | 24,187,970    | 2,271,846,057     | 93.92       | 86.16%          |
|                    | NH-JS2 35d.2 | 24,187,970    | 2,170,896,079     | 89.75       | 82.33%          |
| 12 ea              |              | 587,119,316   | 51,714,372,213    | 87.85       | 79.01%          |

- Trimmed/raw: Total length of trimmed read / total length of raw reads.
- Minimum length: If the read length is less than 25 bp it is excluded from the data.
- Num. of reads: Number of reads.
- Trimmed reads (Q > 20).
- Cleaned reads (minimum length > 25).

# Supplementary material for: Identification of Flowering-Related Genes Responsible for Differences in Bolting Time between Two Radish Inbred Lines
**Source:** Front Plant Sci. 2016 Dec 9;7:1844. doi: 10.3389/fpls.2016.01844
**Supplement:** Table S2 — Results of read mapping in radish transcripts.

Table S2. Results of reads mapping in radish transcripts.

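Table S2 counts, for each library, the reads that did not align to the reference unigenes, that aligned exactly 1 time, and that aligned several times. The paper's methods state that only unique mapping was allowed for the counts, so reads that aligned several times are counted in Table S2 whatever their use in the values. The deposited values come after that mapping, after counting, and after normalization against library size, and they do not tell the kinds of reads apart.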

| Sample description |              | Total reads | Aligned 0 times |         | Aligned exactly 1 time |         | Aligned ≥ 1 times |         | Mapping rate |         |
|--------------------|--------------|-------------|-----------------|---------|------------------------|---------|-------------------|---------|--------------|---------|
|                    |              |             | Reads (ea)      | Raw (%) | Reads (ea)             | Raw (%) | Reads (ea)        | Raw (%) | Reads (ea)   | Raw (%) |
| 1 <sup>st</sup>    | NH-JS1 0d.1  | 20,881,931  | 1,065,489       | 5.10%   | 9,943,951              | 47.62%  | 9,872,491         | 47.28%  | 19,816,442   | 94.90%  |
|                    | NH-JS1 0d.2  | 20,881,931  | 1,124,039       | 5.38%   | 10,203,711             | 48.86%  | 9,554,181         | 45.75%  | 19,757,892   | 94.62%  |
|                    | NH-JS1 15d.1 | 20,828,415  | 1,036,803       | 4.98%   | 10,167,277             | 48.81%  | 9,624,335         | 46.21%  | 19,791,612   | 95.02%  |
|                    | NH-JS1 15d.2 | 20,828,415  | 1,067,696       | 5.13%   | 10,373,440             | 49.80%  | 9,387,279         | 45.07%  | 19,760,719   | 94.87%  |
|                    | NH-JS1 35d.1 | 20,159,847  | 1,135,331       | 5.63%   | 9,858,732              | 48.90%  | 9,165,784         | 45.47%  | 19,024,516   | 94.37%  |
|                    | NH-JS1 35d.2 | 20,159,847  | 1,157,042       | 5.74%   | 10,018,848             | 49.70%  | 8,983,957         | 44.56%  | 19,002,805   | 94.26%  |
|                    | NH-JS2 0d.1  | 25,957,753  | 1,345,016       | 5.18%   | 12,651,910             | 48.74%  | 11,960,827        | 46.08%  | 24,612,737   | 94.82%  |
|                    | NH-JS2 0d.2  | 25,957,753  | 1,376,453       | 5.30%   | 12,919,021             | 49.77%  | 11,662,279        | 44.93%  | 24,581,300   | 94.70%  |
|                    | NH-JS2 15d.1 | 35,961,533  | 1,977,042       | 5.50%   | 17,001,294             | 47.28%  | 16,983,197        | 47.23%  | 33,984,491   | 94.50%  |
|                    | NH-JS2 15d.2 | 35,961,533  | 1,914,652       | 5.32%   | 17,138,811             | 47.66%  | 16,908,070        | 47.02%  | 34,046,881   | 94.68%  |
|                    | NH-JS2 35d.1 | 30,130,673  | 1,785,362       | 5.93%   | 14,536,260             | 48.24%  | 13,809,051        | 45.83%  | 28,345,311   | 94.07%  |
|                    | NH-JS2 35d.2 | 30,130,673  | 1,772,664       | 5.88%   | 14,655,639             | 48.64%  | 13,702,370        | 45.48%  | 28,358,009   | 94.12%  |
| 2 <sup>nd</sup>    | NH-JS1 0d.1  | 21,577,164  | 1,319,584       | 6.12%   | 10,320,728             | 47.83%  | 9,936,852         | 46.05%  | 20,257,580   | 93.88%  |
|                    | NH-JS1 0d.2  | 21,577,164  | 1,308,537       | 6.06%   | 10,483,323             | 48.59%  | 9,785,304         | 45.35%  | 20,268,627   | 93.94%  |
|                    | NH-JS1 15d.1 | 23,225,001  | 1,438,868       | 6.20%   | 11,407,662             | 49.12%  | 10,378,471        | 44.69%  | 21,786,133   | 93.80%  |
|                    | NH-JS1 15d.2 | 23,225,001  | 1,434,612       | 6.18%   | 11,535,426             | 49.67%  | 10,254,963        | 44.15%  | 21,790,389   | 93.82%  |
|                    | NH-JS1 35d.1 | 21,343,009  | 1,213,647       | 5.69%   | 10,360,422             | 48.54%  | 9,768,940         | 45.77%  | 20,129,362   | 94.31%  |
|                    | NH-JS1 35d.2 | 21,343,009  | 1,198,821       | 5.62%   | 10,429,686             | 48.87%  | 9,714,502         | 45.52%  | 20,144,188   | 94.38%  |
|                    | NH-JS2 0d.1  | 25,780,686  | 1,706,952       | 6.62%   | 12,251,684             | 47.52%  | 11,822,050        | 45.86%  | 24,073,734   | 93.38%  |
|                    | NH-JS2 0d.2  | 25,780,686  | 1,703,649       | 6.61%   | 12,324,289             | 47.80%  | 11,752,748        | 45.59%  | 24,077,037   | 93.39%  |
|                    | NH-JS2 15d.1 | 23,525,676  | 1,530,703       | 6.51%   | 11,166,606             | 47.47%  | 10,828,367        | 46.03%  | 21,994,973   | 93.49%  |
|                    | NH-JS2 15d.2 | 23,525,676  | 1,503,043       | 6.39%   | 11,267,168             | 47.89%  | 10,755,465        | 45.72%  | 22,022,633   | 93.61%  |
|                    | NH-JS2 35d.1 | 24,187,970  | 1,480,496       | 6.12%   | 11,505,948             | 47.57%  | 11,201,526        | 46.31%  | 22,707,474   | 93.88%  |
|                    | NH-JS2 35d.2 | 24,187,970  | 1,479,575       | 6.12%   | 11,574,826             | 47.85%  | 11,133,569        | 46.03%  | 22,708,395   | 93.88%  |
| 12 ea              |              | 587,119,316 | 34,076,076      | 5.80%   | 284,096,662            | 48.45%  | 268,946,578       | 45.75%  | 553,043,240  | 94.20%  |

- Aligned 0 times: The number of reads that do not mapping to the reference sequences.
- Aligned exactly 1 time: The number of reads that are map one times to the reference sequences.
- Aligned ≥1 times: The number of reads that map more than two times to the reference sequences.

# Supplementary material for: Identification of Flowering-Related Genes Responsible for Differences in Bolting Time between Two Radish Inbred Lines
**Source:** Front Plant Sci. 2016 Dec 9;7:1844. doi: 10.3389/fpls.2016.01844
**Supplement:** Table S3 — Gene-specific primers used for qPCR analyses.

**Table S3 . Gene-specific primers used for qPCR analyses.**

| Name       | Primer sequences            |                             | Annotation                          |
|------------|-----------------------------|-----------------------------|-------------------------------------|
|            | Forward [5'–3']             | Reverse [5'–3']             |                                     |
| TBIU047119 | TCGAATGGTGTAGTTCGAACGAGGAT  | TCACTCCACCGTTGTTCTTGGTCG    | <i>B120</i>                         |
| TBIU057835 | CCCACTCTCTCACACCCTCGTTTCA   | GGTATGGATCCCAGCATCTTGCAGT   | <i>DMC1</i>                         |
| TBIU039665 | GGTGTACTCAGCCACGAGTTTAGCC   | TGAAGCCACTGCTTCTGTTGACACG   | <i>ABCC3</i>                        |
| TBIU054834 | CCGACCCTAGAGCGAAACCGTCTT    | TTCGGGAGTATGGTCCTCGCTTCC    | <i>CRK2</i>                         |
| TBIU062462 | TGCGGAAGCTTCTATGGAAGAGGA    | AGGGAATTCTCCAGAAGGGAAGAGC   | <i>MAP2A</i>                        |
| TBIU017689 | CGACCGGAAAATCCTTGACAGCGTT   | AGTGGTACGAACTCTTTCGGCCA     | <i>ELF3</i>                         |
| TBIU056908 | ACCCGTAAAGCCGGTTAAAGCACG    | AACGGTTCGGCTTAACCTCTCCT     | <i>CYP709B1</i>                     |
| TBIU057397 | AGGAGACGATGATGACGACGACGA    | ATAGCCGGATGGGACAAAGTTTCGC   | Serine/threonine-<br>protein kinase |
| TBIU016676 | GGAAGCCAGGGGGAACCTTTTTGC    | GCCAACGTGCTCAACGGTCTACTC    | Lipid-transfer protein              |
| TBIU065173 | GATCTTTTTAAGGCGAAAGCAGAG    | AAGCATTAATGGAGGAAAGACCAG    | <i>SOC1_1</i>                       |
| TBIU057467 | CCTATGCCTTCTCCCAAGAGTTTA    | GATCGTTATCTGAGGCATACCAAG    | <i>SOC1_2</i>                       |
| RsFLC1     | AGTAGCCGACAAGTTACCTTCTC     | TAGCTCTTGTTACGGAGAGGGCG     | <i>FLC</i>                          |
| RsCO1      | CAGAGAAGAGAGCTGTGTTGGTTC    | GGTGTATAGTCTCTTGGGCGTCT     | <i>CO</i>                           |
| RsVRN1     | TGTTTGAAGACCTTGAAGACGAAG    | AACTCTGAAGAAAGGGTTTGTG      | <i>VRN1</i>                         |
| RsVRN2     | CCATCGTTTCTTCTAGATGCTT      | TATCTGTGCCATTGGGTAAACAG     | <i>VRN2</i>                         |
| RsFPA      | AAGGGCTACAAGGGAGGTTATTC     | TTTGACCTCATAGGGTTCCTCAT     | <i>FPA</i>                          |
| RsLHY      | CTCCTCTACTTTCCCAATCTCA      | GATCTTGCAGAGCTGTGTTCTGT     | <i>LHY</i>                          |
| RsMAF2     | CCAGGGTTTGGCTAGCCAGGT       | ACACACGAGGTCTCTCAGCC        | <i>MAF2</i>                         |
| RsSPA1     | CTGATCCTCGACAACATCTGA       | TCCTGAGGAATCTCCAGGAGC       | <i>SPA1</i>                         |
| RsVIN3     | GAAACCCGAGACCAATGTAGCA      | AGACAGATCATCCATGAATGTCTC    | <i>VIN3</i>                         |
| RsGID1A    | ACAAGGGTAAGGGTCTCAGG        | TCTAAGCAGAGTCTACAGAC        | <i>GID1A</i>                        |
| RsGAI      | CGGTGGGATAGAGAAGGTTCTCGGGGT | TCTGGTCTGGTCCGAACATATCTCATC | <i>GAI</i>                          |
| RsAGL19    | CAGAAGTGAACACTGATGGCA       | GAAGCCTAAGCTTAGAGATCTCCC    | <i>AGL19</i>                        |
| RsNFYA4    | GTCCGAGGGAAGAAGGTTAGA       | ATTCTCCTTGTTGAATCAGTTGG     | <i>NFYA4</i>                        |
| RsELF3[2]  | AATCTGTATCGGTATCGACATC      | TATCCTAACAGTGTTGAGCTTG      | <i>ELF3</i>                         |
| RsCCA1     | GCTCAATGGAAGCCAAAGAGAGT     | GTTACAGGAACACTATGGACATG     | <i>CCA1</i>                         |
| RsGI       | GCACTGTGCAATGTGGTATCT       | CCATCAGTTGCCCTGAGAAGAA      | <i>GI</i>                           |
| RsACT1     | TACCGCAA AGAGCAGTTCGTCAGTG  | GAGCGATGGCTGGAACAGTACTTCAG  | <i>Actin</i>                        |

How the deposited data were processed for this re-analysis (not part of the article)

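RNA of radish shoots was sequenced by the authors in 12 libraries, from the inbred lines NH-JS1 and NH-JS2 at 0, 15, and 35 days of vernalization with 2 biological replicates each. The authors trimmed the reads with SolexaQA, mapped them with Bowtie2 to unigenes of an assembly guided by radish coding sequences, counted them with their own script, normalized the counts against library size, and rounded them. The deposited values are therefore scores (normalized values that the authors rounded to whole numbers), and not read counts. The script's version and the treatment of zeros are not named in the paper's text. The authors tested raw counts with DESeq, which cannot be repeated from normalized values.

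The values of a library summed to between 40129829 and 56110604. Their medians differed between the replicate sets (100 to 107 in the first, 85 to 91 in the second), and median-ratio factors were between 1.0688 and 1.0838 in the first set and between 0.9312 and 0.9409 in the second. The shift of the median log2 value between the sets by this rescaling was 0.094. The number of reads behind a value is unknown, so no counting error is given, and the spread between 2 replicates sets the precision. No reference genome was used, and gene names come from Tables 2, 3, and 4 and from the TAIR genes in the files; 0 unigene identifiers matched the RefSeq gene table.

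The files were joined on the unigene identifier with Python 3.11.15 and pandas 2.3.3. The design set before the data were examined assumed read counts and named limma on log2(value + 1) as the test to use for normalized values. For levels it had named values on a median-ratio scale, and the values as scaled by the authors were used in their place. That test was run with limma 3.58.1 in R 4.3.3, with an intensity trend, on the 64691 unigenes with a mean of at least 10, with all 12 libraries in 1 model of 6 groups and no block. P-values were adjusted by Benjamini and Hochberg's method over all tested unigenes, and a DEG had an FDR of at most 0.01 and a log2 fold change of at least 1 in size. Comparisons were made between the lines at each time, between cold and 0 days in each line, and for the interaction of line and cold. The log2 levels are means of log2(value + 1) of the values as deposited. Other tests were Fisher's exact test and permutation tests with 100000 resamples (scipy 1.17.1).

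The model was tested on simulated data made from the means and spreads of the real unigenes. Exploratory fits of the real values, under several of the settings below, had been made before it. With 6000 changed unigenes whose means were raised by 4 on the log2 scale, so that falls did not reach the floor of 1, a change of 2 was recovered for 70.5% and a change of 4 for 95.5% of the 3000 unigenes each in the comparison of the lines, and 0.62% of the calls were false. With 200 changed unigenes these shares were 33% and 83%. The simulated noise was independent between unigenes and libraries, and each unigene had the same spread in all groups. It had no deviation shared within a replicate set, which the real values have. The share of false calls therefore holds for this setting only. The raised means and the change of 4 were introduced after a first version, with unraised means and a change of 2 alone, had recovered few unigenes and after the real values had been fitted. The test itself was not changed. Run again with unraised means and 200 unigenes changed by 2, 20.8% of the 197 tested were recovered in the comparison of the lines and 0% for the interaction. The model therefore misses many changes of that size when few unigenes change.

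Conditions and replicate numbers come from the sample labels and the paper. The replicate numbers follow the 1st and 2nd set of libraries of Tables S1 and S2, and fits with the replicate number as a block are given beside those without it. The labels and the paper conflict on the lines: the libraries labelled NH-JS1 hold the values that Table 4 of the paper gives for NH-JS2, and the reverse. The libraries are named by their labels.

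The rule for named unigenes was written before the data were examined. It takes every unigene that the paper names by identifier in its text, Table 4, or Figure 4. For other genes of Figures 5 and 6 it takes all of their Table 2 transcripts, of which the text gives the one with the highest mean and summarises the others. Among all other unigenes it takes at most 2 in each direction, those with the largest mean difference among DEGs at all time points with the same direction in every pairing of libraries. For the interaction it takes Ft transcripts with an FDR of at most 0.01, of which there were 0. Alternatives set before the data were examined were only the libraries of the comparison, the replicate block, an FDR of 0.05, a pseudocount of 0.1 (10 for distances and correlations), no filter on low values (or the filter, where the main setting has none), log2 of the mean for the levels, each Arabidopsis homolog counted once for the roles, and each library left out in turn. Alternatives chosen after seeing the data were rescaling by median ratios, with and without the replicate block, the lines exchanged, and leaving out the unigenes at 0 in every library of a set. qPCR, bolting, and pathway enrichment results were not analysed here.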

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

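The test of the interaction after rescaling was chosen after its result was seen, and the others of this part before. Between the libraries labelled NH-JS1 and NH-JS2, the response to 15 days of cold differed at an FDR of at most 0.01 and a log2 difference of at least 1 for 11 unigenes (7 with a more positive response in NH-JS1 and 4 in NH-JS2), and the response to 35 days for 27 (4 and 23). At 15 days this split turned in most alternatives, to 6 and 12 with only the libraries of the comparison, 10 and 16 with the replicate block, 21 and 31 at an FDR of at most 0.05, 6 and 9 with rescaling, and 11 and 18 with rescaling and the block. It was 3 and 3 with no filter, 7 and 5 with a pseudocount of 0.1, and 9 and 5 without the unigenes at 0 in a set, so no line can be named as having more of these at 15 days. At 35 days NH-JS2 kept the larger number wherever interactions were called, but less unevenly in some alternatives. The split was 17 and 36 with the replicate block and 114 and 266 at an FDR of at most 0.05. It was 2 and 22 with a pseudocount of 0.1 and 5 and 20 with no filter. With only the libraries of the comparison none was called. The unigenes with an interaction drew notice because the effect of cold differed between the lines by a direct test of that difference. After rescaling of each library by a median ratio 15 and 18 unigenes were found, and 8 of the 11 and 17 of the 27 kept their interaction. A factor common to a set cancels from this interaction, so their survival tests nothing about scaling. Noise between replicates was tested on the 100 unigenes with the largest interaction in 1 set. At 15 days, 73 of those chosen in the first set had the same sign in the second, and 91 of those chosen in the second had it in the first. At 35 days, the numbers were 93 and 60. The prediction written beforehand covered the choice in the first set only, and the reverse choice was added to the test before its result was seen. Under noise alone about 50 would be expected. Over all unigenes past the filter, the interactions of the sets had a correlation of 0.255 at 15 days and 0.526 at 35 days, where noise alone would give about 0. Each number lay above 50, with 60 the lowest. The 100 unigenes were chosen by size in 1 set and are not the 11 and 27 called above. Unigenes are not independent, and no spread of these numbers under noise was computed. The test therefore cannot tell whether noise accounts for the called interactions. Library depth was not examined. Table S1 gives the reads of each library, which differ between the lines and times, and they were not set against the interactions. A part played by depth is therefore open. A line-specific response to cold remains a hypothesis, and the lines it would belong to depend on the labels.

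TBIU054404, which the files assign to FRI (AT4G00650), had a mean value of 1063.4 over the 12 libraries, from 575 to 1564, and is in the deposited values although the paper reports no expression of such a gene. The other unigenes with that assignment had means between 19.2 and 133.9. The assignment is the authors' own, and no sequence was examined, so reads shared with a related gene, a wrong assignment, and a radish FRI gene were not told apart. No biological explanation was tested.

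Unigenes with values of at least 50 in all 6 libraries of 1 label and of at most 2 in all 6 of the other numbered 242 for NH-JS1 and 335 for NH-JS2, and the paper does not discuss them as a group. Of the 577, 287 have a TAIR gene, and 132 of these (46.0%) had a counterpart of the same TAIR gene that was found in the other line only. Among 10000 random lists, the median was 5 and the highest 24 (permutation test, p = 0.0001, the smallest that many lists can give). For these unigenes, a candidate explanation is that reads of the lines were assigned to different unigenes of the same gene, as sequence variants between the lines would do, in place of a gene being expressed in 1 line alone. It remains possible for the 50.3% without a TAIR gene, which could not be examined this way. Genes present or expressed in 1 line only are not excluded.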

How the results depend on the processing

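The alternatives that were set before the data were examined used only the libraries of each comparison, the replicate number as a block, an FDR of at most 0.05, a pseudocount of 0.1, or no filter on low values, or left out each library in turn. Chosen after seeing the data were rescaling by median ratios with and without the block, leaving out the unigenes at 0 in every library of a set, and exchanging the lines. Where a number changed, the cause was not tested. Count-based tests and normalizations, filters on counts, thinning of counts, and an exact test with the larger of 2 dispersion estimates were planned and not run, because the deposited values are not counts.

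The numbers of DEGs between the lines at 0, 15, and 35 days stayed within 1.5 times 4938, 5221, and 6813 with the block, a pseudocount of 0.1, no filter, rescaling, and without the unigenes at 0. Differences of means were also taken with each library left out in turn. Of these DEGs, 4920 to 4928, 5191 to 5208, and 6745 to 6781 kept their direction and a log2 size of at least 1. For cold against 0 days, the numbers kept were 1067 to 1071 and 835 at 15 days and 2511 to 2515 and 8999 to 9121 at 35 days in NH-JS1 and NH-JS2 by label. No model was refitted and no significance was tested. DEGs are selected for differences that are large against the spread between replicates, so most would keep them here.

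With only the libraries of each comparison, there were 2351 DEGs between the lines at 0 days, 3698 at 35 days, and 1749 at all time points. Ft DEGs numbered 1 at 0 days, 1 at 35 days, and 0 at all time points, where 23, 33, and 52 Ft transcripts had an unadjusted p under 0.05 at 0, 15, and 35 days. For cold against 0 days there were 0 DEGs in each line at 15 and at 35 days, and 0 Ft DEGs, against 12974, 13775, 16995, and 23050 unigenes and 45, 46, 65, and 66 Ft transcripts at an unadjusted p under 0.05 (NH-JS1 and NH-JS2 at 15 days, then at 35 days). No ratio of DEGs could be formed from these. Interactions numbered 18 at 15 days and 0 at 35 days, against 3953 and 7534 at an unadjusted p under 0.05. Fisher's exact test of roles of Ft DEGs gave p = 1.

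With the replicate number as a block, DEGs between 15 and 0 days numbered 2366 in NH-JS1 and 1512 in NH-JS2, and between 35 and 0 days 4767 in NH-JS1. Ft DEGs numbered 9, 7, and 24 in the same comparisons, and interactions 26 and 53. With rescaling and the block, these were 2362, 1537, and 4760 DEGs, 9, 7, and 24 Ft DEGs, and 29 and 57 interactions. At an FDR of at most 0.05, DEGs between the lines numbered 7863 at 15 days and 10629 at 35 days, and those of cold 5745 and 3878 at 15 days and 8585 and 15552 at 35 days, a ratio of NH-JS1 to NH-JS2 of 0.552 at 35 days. Ft DEGs numbered 13 and 12 between the lines at 0 and 15 days, 8 at all time points, 23 and 21 at 15 days of cold, and 39 and 48 at 35 days, with 52 and 380 interactions. With no filter on low values, 2 Ft DEGs were found in NH-JS1 at 15 days of cold and 6 interactions at 15 days. Without the unigenes at 0, Ft DEGs at 15 days of cold numbered 9 and 7, and interactions at 35 days 52.

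Exchanging the lines reversed both ratios of DEGs, to 1.283 for NH-JS2 to NH-JS1 at 15 days and 3.656 for NH-JS1 to NH-JS2 at 35 days. DEGs at 35 days of cold then numbered 9212 in NH-JS1 and 2520 in NH-JS2, and Ft DEGs 28 and 15. This exchange also turns each direction between the lines. Roles are those of Table 3 of the paper, where RsGAI is an enhancer. The association of role and direction had p = 0.143 by Fisher's exact test with each Arabidopsis homolog counted 1 time, against 0.031 with each transcript counted. Exchanging the lines reversed this association at the same p of 0.031, with repressors then higher and enhancers lower in NH-JS1.

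Root mean square differences between the lines over the DEGs at 0, 15, and 35 days were 2.85, 2.786, and 2.793 with a pseudocount of 10. Over all unigenes past the filter they were 1.322, 1.351, and 1.459, and without those at 0 in a set 1.326, 1.354, and 1.462. Over all Ft transcripts past the filter they were 0.788, 0.765, and 0.769, and without those at 0 0.792, 0.769, and 0.773. The median correlation of replicates was 0.9578 with a pseudocount of 10 and 0.9196 with the unigenes past the filter, against 0.9489.

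Of 322 log2 fold changes of named unigenes, 42 newly passed the thresholds at an FDR of 0.05, 23 with the block, 6 with rescaling, 23 with both, 4 with only the libraries of the comparison, and 1 with a pseudocount of 0.1, while 43 no longer passed with only the libraries of the comparison and 4 with no filter. With the block, those apart from differences between the lines of RsMAF2, RsAGL19, and RsNFYA4 are TBIU039665 and TBIU047119 between the lines and in NH-JS2 at 15 days, TBIU062462 in NH-JS2 and RsVIN3 (TBIU064307) in both lines at 15 days, TBIU016676 between the lines and in NH-JS1 at 35 days, RsMAF3 (TBIU059941), RsGI (TBIU054300), and RsLHY (TBIU002251) in NH-JS1 at 35 days, and RsAGL19 (TBIU040817), TBIU054834, and TBIU056908 in NH-JS2 at 35 days. Without the unigenes at 0, 7 further values passed. With 1 library left out, 105 of 1288 values changed sign, from 78 fold changes with a median size of 0.24. Of these, 9 came from a fold change of at least 1 in size, up to 1.55, in RsLUX/PCL1 (TBIU006035), RsCCA1 (TBIU056428), RsLHY (TBIU002251), and TBIU008148. The number of reads behind a value is unknown. Table S1 gives the reads of each library, and no limit from them was tested. In the simulation, the comparison of the lines recovered 33% of changes of 2 on the log2 scale when 200 unigenes changed and 70.5% when 6000 did, so a change of this size is missed more often where few unigenes change.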

Differences from the paper's values

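A gap in a count or a ratio is called closed here when the values lie within a factor of 1.5, and one in a level or a bar of a figure when they lie within that factor or within the SD between replicates. The sum of DEGs between the lines over the time points was 16972 against the paper's 3491, and 3552 were shared by all time points against the paper's 154. At 0 days only, 754 DEGs were found against the paper's 309. None of the alternatives closed these gaps. At 15 days only, 474 were found against the paper's 788. With only the libraries of the comparison the number was 775, with the replicate block 637, at an FDR of at most 0.05 1005, and with no filter on low values 529, which closed the gap, while a pseudocount of 0.1 did not. It also closed with 640 under rescaling with the block and 534 without the unigenes at 0 in a set, both chosen after seeing the values. At 35 days only, 1992 were found against the paper's 980, and of the alternatives set before the data were examined only the libraries of the comparison closed the gap, with 919.

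Between 15 and 0 days in NH-JS2, 835 DEGs were found against the paper's 2552, and no alternative closed the gap. Of these 618 were up-regulated against the paper's 1429, a gap closed by the replicate block (978) and by rescaling with the block (1020), the latter chosen after seeing the values. Down-regulated DEGs numbered 217 against the paper's 1123, closed at an FDR of at most 0.05 (1644). Between 35 and 0 days in NH-JS1, 1072 were down-regulated against the paper's 1620. The replicate block gave 2120 and closed the gap. Rescaling (1305), rescaling with the block (2153), and leaving out the unigenes at 0 (1292) also did, and were chosen after seeing the values. In NH-JS2, 9212 DEGs were found against the paper's 2278, with 4634 up-regulated against the paper's 952 and 4578 down-regulated against the paper's 1326. None of the alternatives set before the data were examined closed these gaps. The exchange of the lines, chosen after seeing the values, closed those of the total (2520) and of the down-regulated DEGs (1072) and not that of the up-regulated. The ratio of DEGs of NH-JS2 to NH-JS1 at 15 days was 0.78 against the paper's 2.4, and that of NH-JS1 to NH-JS2 at 35 days 0.274 against the paper's 1.4, and no alternative closed either gap. The exchange also opens gaps that the labels do not have. In NH-JS1 at 35 days, 9212 DEGs are then found against the paper's 3253 (2520 by label), with 4634 up-regulated against the paper's 1633 (1448 by label), and at 15 days 217 down-regulated against the paper's 415 (364 by label).

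Ft DEGs higher in NH-JS1 at 0 days numbered 7 against the paper's 11, a gap closed at 10 by the replicate block and by an FDR of at most 0.05, and by rescaling with the block, which was chosen after seeing the values. These counts do not concern the same transcripts, since the paper lists RsSOC1, RsELF3, and RsAGL19, which are among those higher by label, as lower in NH-JS1. With the lines exchanged, also chosen after seeing the values, the number is 1. Those lower in NH-JS1 numbered 1, 2, and 5 at 0, 15, and 35 days against the paper's 14, 20, and 24, and no alternative closed these gaps. Ft DEGs at all time points numbered 5 against the paper's 12, closed at an FDR of at most 0.05 (8), and at any time point 14 against the paper's 49, closed by none. At 15 days of cold, 2 Ft transcripts were up-regulated and 2 down-regulated in NH-JS1 against the paper's 35 and 20, and 2 and 2 in NH-JS2 against the paper's 45 and 11. At 35 days, 5 were down-regulated in NH-JS1 against the paper's 23 and 20 up-regulated in NH-JS2 against the paper's 55. None of the alternatives closed these gaps. Up-regulated Ft DEGs at 35 days in NH-JS1 numbered 10 against the paper's 46, closed at an FDR of at most 0.05 (31). Of the transcripts in Table 3, 8 were DEGs higher in NH-JS1 against the paper's 19, 3 of them repressors against the paper's 16, and 6 were DEGs lower in NH-JS1 against the paper's 30, 0 of them enhancers against the paper's 18. No alternative closed these gaps. With the lines exchanged, gaps open for the Ft DEGs higher in NH-JS1 at 15 days (2 against the paper's 5) and at 35 days (5 against the paper's 10) and for those down-regulated in NH-JS2 at 35 days of cold (5 against the paper's 11).

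The log2 levels of Table 4 differed for the transcripts that follow, and for all but RsMAF3 in NH-JS2 at 35 days the exchange of the lines, chosen after seeing the values, closed the gap, alone or with the log2 of the mean. No gap closed under an alternative set before the data were examined unless it is named. RsNFYA4 (TBIU046301) had 10.45, 10.37, and 11.10 in NH-JS1 at 0, 15, and 35 days against the paper's 8.55, 9.14, and 9.62 and 8.17, 9.13, and 9.56 in NH-JS2 at 0, 15, and 35 days against the paper's 10.45, 10.39, and 11.11. The gap closed with 9.26 in NH-JS2 at 0 days without replicate 2, set before the data were examined. RsSOC1 (TBIU065173) had 10.19, 12.39, and 12.14 in NH-JS1 at 0, 15, and 35 days against the paper's 7.03, 9.87, and 10.46 and 7.00, 9.87, and 10.46 in NH-JS2 at 0, 15, and 35 days against the paper's 10.19, 12.40, and 12.16. RsSPA1 (TBIU023088) had 10.47, 9.76, and 9.78 in NH-JS1 at 0, 15, and 35 days against the paper's 11.72, 12.08, and 12.08 and 12.08 and 12.08 in NH-JS2 at 15 and 35 days against the paper's 9.76 and 9.78. RsFUL (TBIU046182) had 6.39 and 7.11 in NH-JS1 at 0 and 15 days against the paper's 3.91 and 4.55 and 3.89 and 4.53 in NH-JS2 at 0 and 15 days against the paper's 6.39 and 7.11. RsMAF3 (TBIU059941) had 5.49 and 6.11 in NH-JS1 at 0 and 15 days against the paper's 7.60 and 7.44 and 7.59 and 7.00 in NH-JS2 at 0 and 35 days against the paper's 5.66 and 8.22. RsPIF3 (TBIU022387) had 7.17 in NH-JS1 at 0 days against the paper's 8.36 and 8.26 and 7.78 in NH-JS2 at 0 and 35 days against the paper's 7.26 and 8.48. The gap closed with 7.69 in NH-JS1 at 0 days without replicate 2, 7.73 in NH-JS2 at 0 days without replicate 1, and 8.22 in NH-JS2 at 35 days without replicate 1, set before the data were examined. RsSPL4 (TBIU010825) had 6.82 in NH-JS1 at 35 days against the paper's 5.60 and 5.31 and 5.60 in NH-JS2 at 0 and 35 days against the paper's 6.69 and 6.93. The gap closed with 6.25 in NH-JS1 at 35 days without replicate 1, set before the data were examined. RsELF4 (TBIU049907) had 8.91 and 9.13 in NH-JS1 at 15 and 35 days against the paper's 7.74 and 8.26 and 7.73 and 8.25 in NH-JS2 at 15 and 35 days against the paper's 8.91 and 9.14. RsLUX/PCL1 (TBIU006035) had 8.17 and 7.76 in NH-JS1 at 15 and 35 days against the paper's 6.62 and 6.56 and 6.37 and 6.56 in NH-JS2 at 15 and 35 days against the paper's 8.18 and 7.80. The gap closed with 7.25 in NH-JS2 at 15 days without replicate 2, set before the data were examined. RsSVP (TBIU062055) had 10.69 and 10.39 in NH-JS1 at 15 and 35 days against the paper's 9.45 and 9.79 and 9.82, 9.45, and 9.79 in NH-JS2 at 0, 15, and 35 days against the paper's 10.45, 10.69, and 10.39. The gap closed with 10.36 in NH-JS1 at 35 days without replicate 2, 10.17 in NH-JS2 at 0 days without replicate 2, and 9.88 in NH-JS2 at 35 days without replicate 1, set before the data were examined. RsCDF3 (TBIU024827) had 10.53 in NH-JS1 at 35 days against the paper's 11.66 and 11.62 in NH-JS2 at 35 days against the paper's 10.54. RsELF3 (TBIU060276) had 9.29 in NH-JS1 at 35 days against the paper's 8.21 and 8.17 in NH-JS2 at 35 days against the paper's 9.29. RsMAF2 (TBIU041410) had 7.79 in NH-JS1 at 35 days against the paper's 9.41 and 9.41 in NH-JS2 at 35 days against the paper's 7.79. RsVIN3 (TBIU035197) had 8.63 in NH-JS1 at 35 days against the paper's 7.60 and 7.60 in NH-JS2 at 35 days against the paper's 8.63. The exchange opens gaps for RsMAF3 (TBIU059941) in NH-JS2 at 15 days, at 6.11 against the paper's 7.94, and for RsELF4 (TBIU049907) in NH-JS1 at 0 days, at 8.10 against the paper's 8.76, the latter not with the log2 of the mean.

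Relative expression, as the value over that of NH-JS1 at 0 days, was compared with bars of Figure 4 of the paper, read by eye. No alternative was set for it before the data were examined. Exchanging the lines closed the gap for each transcript except TBIU057835, and exchanging them with the first set alone closed it for all, both chosen after seeing the values. TBIU039665 (ABCC3) had 2.03 in NH-JS1 at 35 days against about 15 in Figure 4 of the paper, and 15.4 with the lines exchanged and the first set alone. TBIU054834 (CRK2) had 0.717 in NH-JS1 at 35 days against about 3.5 in Figure 4 of the paper, and 3.47 with the lines exchanged and the first set alone. TBIU048562 had 3.73 in NH-JS1 at 35 days against about 1.3 in Figure 4 of the paper, and 1.3 with the lines exchanged and the first set alone. TBIU062462 (MAP2A) had 2.6 in NH-JS1 at 35 days against about 20 in Figure 4 of the paper, and 20.4 with the lines exchanged and the first set alone. TBIU047119 (B120) had 4.8 in NH-JS1 at 35 days against about 12 in Figure 4 of the paper, and 12.2 with the lines exchanged and the first set alone. TBIU057835 (DMC1) had 109 in NH-JS1 at 35 days against about 260 in Figure 4 of the paper, and 262 with the lines exchanged and the first set alone. TBIU057397 had 0.00188 in NH-JS2 at 0 days against about 570 in Figure 4 of the paper, and 574 with the lines exchanged and the first set alone. TBIU017689 (RsELF3) had 0.106 in NH-JS2 at 0 days against about 7.1 in Figure 4 of the paper, and 7.1 with the lines exchanged and the first set alone. TBIU016676 had 0.596 in NH-JS2 at 0 days against about 1.8 in Figure 4 of the paper, and 1.84 with the lines exchanged and the first set alone. TBIU056908 (CYP709B1) had 1.01 in NH-JS2 at 35 days against about 100 in Figure 4 of the paper, and 107 with the lines exchanged and the first set alone. TBIU065173 (RsSOC1) had 0.801 in NH-JS2 at 15 days against about 32 in Figure 4 of the paper, and 31.8 with the lines exchanged and the first set alone. TBIU057467 (RsSOC1) had 1.001 in NH-JS2 at 15 days against about 38 in Figure 4 of the paper, and 37.9 with the lines exchanged and the first set alone.

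The paper places the largest variation between the lines at 15 days, whereas the root mean square difference over the DEGs of each time was largest at 0 days, at 4.145, and over all unigenes past the filter at 35 days, at 1.459. It describes the 0 day libraries of the lines as similar. Over all unigenes past the filter, the lines did differ least at 0 days, at 1.322 against 1.351 and 1.459 at 15 and 35 days. The first principal component of these unigenes (42.7% of the variance) nevertheless parted the lines at each time. The paper names NH-JS2 at 15 days as the most different set. By label, NH-JS2 at 35 days had the largest mean distance over the DEGs between the lines, at 2.737. For the Ft DEGs the paper names NH-JS2 at 35 days, which by label had the smallest mean distance, at 1.735. With the lines exchanged, the groups it names had 2.428 and 1.864, neither of them the largest. It describes autonomous pathway genes as expressed at very low levels, whereas their median value was 1237 against 574 for the other Ft transcripts. It reports no FRI homolog, whereas the files assign 10 unigenes to FRI. It reports higher RsFLC1 in NH-JS1 by qPCR, while RsFLC (TBIU004737) had log2 fold changes by label of -0.05, 0.54, and 0.61 at 0, 15, and 35 days, none at an FDR of at most 0.01. RsFLC TBIU055229, which Table 3 lists as higher in NH-JS1 at 35 days, had -1.18 then, at an FDR of 0.0505. The files assign 6 further unigenes to FLC, 3 of them RsMAF2 in Table 2 of the paper, and these were lower in NH-JS1 by label at 35 days, with log2 fold changes from -1.52 to -1.62, each at an FDR of at most 0.01. With the lines exchanged they are higher in NH-JS1. Their values ran together over the libraries, so they do not count as 6 separate results. Of the 84 directions in Table 3, 83 were opposite by label. For RsMAF2 (TBIU060196), RsSPA1, RsAGL19, RsNFYA4, and RsSOC1 it gives directions that were opposite by label at each time.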

Other observations

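Of the tests in this part, those of the labels, of scaling, of the unigenes at 0, of replicate spread, and of reads shared within a gene were chosen after the result, or much of what it rests on, was seen. Those of cold response and time of day were not. The libraries labelled with each line carry values that the paper gives for the other. Of the 84 log2 levels of Table 4, 81 equal to 2 decimals the log2 of the mean value plus 1 of the libraries labelled with the other line. An exchange of the line names between the labels and the paper is a candidate explanation. Single mislabelled libraries are not one, since for 12 of the 12 libraries the most similar library of the other set had the same line label, and for 10 the same condition. The paper's qPCR gives RsELF3 and RsSOC1 as higher in NH-JS2, and its introduction reports RsSOC1 so from an earlier study. For these genes both go with the assignment of Table 4 and against the labels. The qPCR used the same RNA samples, so it is not independent of how these were named. RsFLC (TBIU004737), which the earlier study gives as higher in NH-JS1, did not differ between the lines here at an FDR of at most 0.01. Whether the labels or the paper hold the exchange was not tested, so which line is the late-bolting one in these values is not settled.

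Libraries with the same replicate number deviated together from their group means, with a median correlation of 0.634 over 15 pairs of groups. After rescaling of each library it was 0.637. A correlation across unigenes hardly changes under a shift common to all of them, so this value tells nothing about a difference in scale between the sets. After rescaling and without the unigenes at 0 in every library of a set it was 0.09, just under the threshold of 0.1, with single pairs from -0.026 to 0.404. These unigenes may therefore account for most of the shared deviation and not for all of it in each pair. In a principal component analysis of all unigenes past the filter, the third component (19.9% of the variance) parted the sets, and without these unigenes none of the first 5 did.

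In the first set 33 unigenes were at 0 in all 6 libraries and in the second 629, and no unigene was at 0 in only some libraries of a set. Of the 629, 292 had a mean of at least 100 in the other set, as had all 33 of the first, while the median over the 629 was 1.67, so most of the others lay near the floor in both sets. They include RsSPL3 (TBIU008541) and RsCDF2 (TBIU055313), with means of 4170.5 and 7418.2 in the first set. A candidate explanation for those with high values is that they were left out when that set was counted, and no biological explanation was tested.

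More DEGs were found at 35 days of cold in the libraries labelled NH-JS2 than in those labelled NH-JS1. A smaller spread between replicates would leave the size of the response equal, whereas the root mean square log2 change in NH-JS2 was 1.265 times that in NH-JS1 in the first set and 1.178 times in the second. The spread was smaller too. Without the unigenes at 0, the root mean square differences between replicates at 0 and 35 days were 0.741 and 0.699 in NH-JS1 and 0.688 and 0.644 in NH-JS2, so a part played by spread was not excluded, although the model pools it over all groups. Whether this larger response differs by more than chance was not tested with 2 libraries per group, and a biological difference, which may be one of the lines, stays a hypothesis whose line depends on the labels.

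RsVIN3 transcripts were higher in the second set than in the first at 0 days, as TBIU064307 with values of 57 and 79 against 10 and 11. If those plants had begun to respond to cold, the difference between the sets at 0 days would follow the cold response over all unigenes with a slope of at least 0.1 in both lines. The slopes were 0.032 and 0.045 in NH-JS1 and 0.125 and 0.077 in NH-JS2 on the response to 15 and 35 days, so this did not hold. The 21 clock transcripts differed between the sets by a median of 0.675 on the log2 scale, at percentile 100.0 of 10000 random lists matched on mean value (median 0.314, highest 0.607), whereas the 195 other Ft transcripts lay at percentile 55.9. Most clock transcripts did not keep 1 direction in all groups, such as RsELF3 (TBIU017688, from -1.135 to 1.104) and RsLUX/PCL1 (TBIU006035, from -1.557 to 4.389). RsCCA1 (TBIU056428), RsPRR5 (TBIU018984), and RsLWD1/LWD2 (TBIU027456) did. Several of the transcripts also belong to the same gene, which the random lists do not allow for. A different time of day at harvest may explain a part of this, but a shift common to all groups of a set is not shown. The paper states that samples were collected at the same point in the light/dark cycle. The test does not show that time of day explains RsVIN3.

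Several unigenes carry the same Arabidopsis gene name, and reads shared among them could make a DEG of a unigene without a difference of the gene. Of 11 comparisons with a DEG and several Table 2 unigenes, 10 kept a summed difference of at least 1 on the log2 scale, and RsGAI at 35 days did not, at 0.917. Summed also over the other unigenes that the files assign to the gene, a sum chosen later, 11 of 13 did, and RsELF3 at 15 days was then at 0.721, so shared reads may account for its DEGs at that time.

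For further genes of the paper's Figures 5 and 6, which were measured there by qPCR, log2 fold changes of NH-JS1 over NH-JS2 by label at 0, 15, and 35 days follow. RsCO (TBIU047519) had 0.67, -0.21, and 1.07, RsGI (TBIU054300) -0.91, -0.30, and 0.38, RsCCA1 (TBIU056428) -0.63, 0.26, and 0.82, and RsLHY (TBIU002251) -1.05, 0.11, and 0.25. RsGID1A (TBIU064472) had 0.40, 0.70, and 0.74, RsFPA (TBIU045491) 0.44, 0.04, and 0.38, RsVRN1 (TBIU020397) 0.32, 0.78, and 0.35, and RsVRN2 (TBIU010680) 0.23, 0.29, and 0.41. None of these passed an FDR of 0.01, and the value of RsLHY at 0 days changed sign with 1 library left out. RsGAI (TBIU046318) had 0.30, 0.87, and 1.08, with an FDR of 0.00322 at 35 days. The other Table 2 transcripts of these genes were not DEGs between the lines at any time.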
